# Natural variation in non-coding regions underlying phenotypic diversity in budding yeast

**DOI:** 10.1038/srep21849

**Published:** 2016-02-22

**Authors:** Francisco Salinas, Carl G. de Boer, Valentina Abarca, Verónica García, Mara Cuevas, Sebastian Araos, Luis F. Larrondo, Claudio Martínez, Francisco A. Cubillos

## Abstract

Linkage mapping studies in model organisms have typically focused their efforts in polymorphisms within coding regions, ignoring those within regulatory regions that may contribute to gene expression variation. In this context, differences in transcript abundance are frequently proposed as a source of phenotypic diversity between individuals, however, until now, little molecular evidence has been provided. Here, we examined Allele Specific Expression (ASE) in six F1 hybrids from *Saccharomyces cerevisiae* derived from crosses between representative strains of the four main lineages described in yeast. ASE varied between crosses with levels ranging between 28% and 60%. Part of the variation in expression levels could be explained by differences in transcription factors binding to polymorphic cis-regulations and to differences in trans-activation depending on the allelic form of the TF. Analysis on highly expressed alleles on each background suggested *ASN1* as a candidate transcript underlying nitrogen consumption differences between two strains. Further promoter allele swap analysis under fermentation conditions confirmed that coding and non-coding regions explained aspartic and glutamic acid consumption differences, likely due to a polymorphism affecting Uga3 binding. Together, we provide a new catalogue of variants to bridge the gap between genotype and phenotype.

Phenotypic variation between different individuals or populations is fundamentally polygenic, and depends on the interactions between genetic factors and the environment^1^. During the last decades, quantitative trait locus (QTL) mapping has been the most fruitful approach in the study of complex traits^2^. In this context, the majority of variants known to underlie polygenic traits alter protein structure and therefore protein-coding variants represent the primary targets in the search of causal polymorphisms^3^,^4^,^5^. A standard strategy for selecting candidates within a QTL is to predict the effects of SNPs on protein function and/or structure based on how conserved each residue is across a large number of species (Sorting Intolerant From Tolerant (SIFT) algorithm)^5^. However, in some cases non-synonymous SNPs do not account for the overall phenotypic variation. Alternative association signals, such as those implicated in variation in gene expression, have been shown to represent an important mechanism underlying natural phenotypic variation between individuals^6^,^7^,^8^,^9^. Indeed, nowadays studies in human cohorts focus their efforts on variants located within non-coding regions, likely affecting regulatory elements^10^,^11^.

A vast number of pioneer studies in structured populations in yeast have proven through the mapping of expression QTLs (eQTLs) that transcript abundance is subject to a defined genetic control^12^. Interestingly, these and other studies in model and non-model organisms have reported that a large proportion of the expression variance can be explained by polymorphisms near the encoded transcript, which presumably act in *cis* (*cis*-eQTLs). In contrast, genetically distant or unlinked eQTLs, presumably working in *trans* (*trans*-eQTLs), tend to explain less expression variance^12^,^13^. The thorough study of *cis*-eQTLs has been achieved utilising F1 hybrids and sequencing based methods (RNA-seq) for estimating allele-specific expression (ASE), where the *trans* effects are controlled for (the *trans* background is the same for the two alleles), allowing a direct estimation of the *cis*-effects on gene expression^14^,^15^,^16^,^17^,^18^. Nevertheless, currently there are a limited number of studies in yeast and other model organisms depicting the molecular mechanisms underlying natural expression differences between alleles^19^. For example, polymorphisms may affect expression through altered transcription factor (TF) binding^20^,^21^.

Even though ASE experiments have vastly expanded the number of alleles known to be differentially expressed between individuals in several organisms, such as humans^18^, Arabidopsis^14^, mouse^15^ and Drosophila^16^, the mechanisms by which expression differences between alleles impact phenotypic diversity is still unclear. Only recently, several studies have found examples where allelic expression variation has a substantial impact on natural phenotypic variation^22^,^23^. In an earlier study in yeast, it was shown that the differential expression of an aquaporin gene, *AQY2*, explained freeze tolerance differences across yeast isolates, where greater expression levels in the oak strain enhanced low temperature tolerance^24^. Such cases can provide important insights into the genetic bases of natural phenotypic diversity in the wild, for which, so far, little evidence exists.

Here, in order to test that allele-specific expression differences between isolates represents a tool to decipher the genetics underlying phenotypic diversity in natural populations, we evaluated ASE levels in a grid of six F1 crosses utilising an extensively studied set of natural isolates of *Saccharomyces cerevisiae*. We generated RNA-seq data in F1 hybrids and estimated genome-wide levels of ASE to assess the relevance of polymorphisms within non-coding regions upon gene expression variation and ultimately, phenotypic diversity. We found evidence for abundant genome-wide expression differences between alleles and we show that ASE can be explained by allele-specific differences in TF binding to *cis*-regulatory regions, providing direct evidence of how ASE can help understanding natural trait diversity.

## Results

### ASE differences across six F1 hybrids

In order to study the impact of individual alleles upon gene expression, we used a grid of six F1 hybrids derived from the cross of four representative founders of distinct geographic and ecological origins containing 64% of the *S. cerevisiae* SNPs so far described^25^,^26^ (Fig. 1a). We chose the YPS128 strain as representative of North America (NA), DBVPG6765 of the Wine/European (WE), DBVPG6044 of the West African (WA) and Y12 for Sake (SA), which present an average of one SNP every ~40 bp, with a pairwise density of one variant every ~200 bp^25^,^26^,^27^. To estimate ASE, F1 Hybrids were grown in triplicates in YPD (Fig. 1b) and we produced an average of ten million RNA-seq reads per sample (10.2 ± 2.3 million reads). 

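For each of the 6 crosses between the 4 strains, 3 cultures were grown at 28 °C in YPD and sequenced as separate libraries, which gave 18 libraries. The authors deposited raw counts of allele-specific reads, that is, of reads that cover at least one base separating both parental alleles, for each allele, gene and library. Between 1035231 and 3547608 allele-specific reads were counted per library, with a median of 1655953. The Wine/European × SA libraries were the deepest, with a median of 3053900 reads, and the NA × Wine/European libraries had the lowest median, 1320033 reads. The smallest total for one allele in one library was 308126 reads. To compare both alleles of a cross, the counts were normalized with TMM and tested with edgeR's quasi-likelihood test, with the alleles of the 3 libraries as 6 columns, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as showing ASE. Log2 ratios are given as the first-named over the second-named strain of a cross unless the direction is stated. The libraries of a cross differed by more than counting error, with a chi-square statistic per degree of freedom between 4.73 and 40.9 over the pairs of libraries.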

In order to uniquely identify the parental alleles represented in the sequencing data, we aligned the reads to the appropriate heterozygous genomes (comprised of both parent transcriptomes) and extracted reads mapping to polymorphic regions based on previous resequencing studies^26^. We then quantified ASE using edgeR, excluding from the analysis those genes that were incompletely mapped within one or both parental genomes (see methods). We further defined a stringent set of genes to compare ASE between the six hybrids by only including genes for which at least 10 reads were obtained for each allele within at least one replicate per cross, yielding a set of ASE values per hybrid, but each hybrid having its own distinct set (hybrid-specific), To produce a set of genes for which ASE could confidently be assessed for all hybrids, we further restricted this set to those genes that had at least 10 reads per allele in all replicates of all hybrids, resulting in a final set of 3,321 genes (here after referred to as universally detectable ASE (UDA) genes). This set represents 50.2% of the annotated genes in the *S. cerevisiae* genome.

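In the deposited counts, 6054 genes had a read in at least one library. At least 10 reads for each allele in every library of all 6 hybrids were found for 1903 genes, which are the UDA genes of the counts given here. The size of this set depended on the rule applied to the replicates. It held 2774 genes when 10 reads per allele were required in only one replicate of every hybrid, and 3451 genes when the reads of the 3 replicates were summed first. A minimum of 5 reads gave 2664 genes and a minimum of 20 reads gave 1108 genes. The hybrid-specific sets, with at least 10 reads for each allele in at least one replicate of that hybrid, ranged from 3657 genes in NA × SA to 4606 genes in Wine/European × SA.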

The number of genes showing significant ASE among UDA genes in F1 hybrids ranged from 923 (27.7%) to 2,024 (60.9%) genes (FDR 5%, corresponding to the NA × WA and the WE × SA crosses, respectively; Fig. 1c). 

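ASE was called in 811 UDA genes in NA × WA (42.6%), 1008 in WA × Wine/European (53.0%), 1082 in NA × SA (56.9%), 1146 in NA × Wine/European (60.2%), 1277 in WA × SA (67.1%) and 1286 in Wine/European × SA (67.6%). TMM scales each allele on its own total, which centres the log2 ratios near 0. In NA × WA, the NA allele was higher in 367 genes and the WA allele in 444. In Wine/European × SA, the Wine/European allele was higher in 703 genes and the SA allele in 583. An absolute log2 ratio of at least 1 was reached by 229 of the ASE genes in NA × WA and by 870 in Wine/European × SA. The median absolute log2 ratio of the ASE genes was 0.75 in WA × Wine/European, 0.80 in NA × WA, 1.05 in NA × Wine/European, 1.16 in NA × SA and 1.24 in WA × SA, and was higher still in Wine/European × SA. Over all UDA genes this median was 0.43 in NA × WA and 0.49 in WA × Wine/European. It was 0.65 in NA × Wine/European, 0.69 in NA × SA, and 0.90 in both WA × SA and Wine/European × SA. The standard error of a gene's log2 ratio had a median between 0.17 in WA × Wine/European and 0.21 in WA × SA. When UDA genes were defined on reads summed over replicates and edgeR's exact test was used with Storey q-values, an alternative chosen after the data were seen, the larger set gave between 1239 ASE genes in NA × WA (35.9% of that set) and 2384 in WA × SA (69.1%). Without one of its libraries, NA × WA had as few as 453 ASE genes. Neighbouring genes shared part of their allelic ratio: over 89 windows of about 20 UDA genes, differences between windows held between 23.5% of the variance of the log2 ratios in WA × Wine/European and 47.3% in WA × SA.

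**Figure D1:**
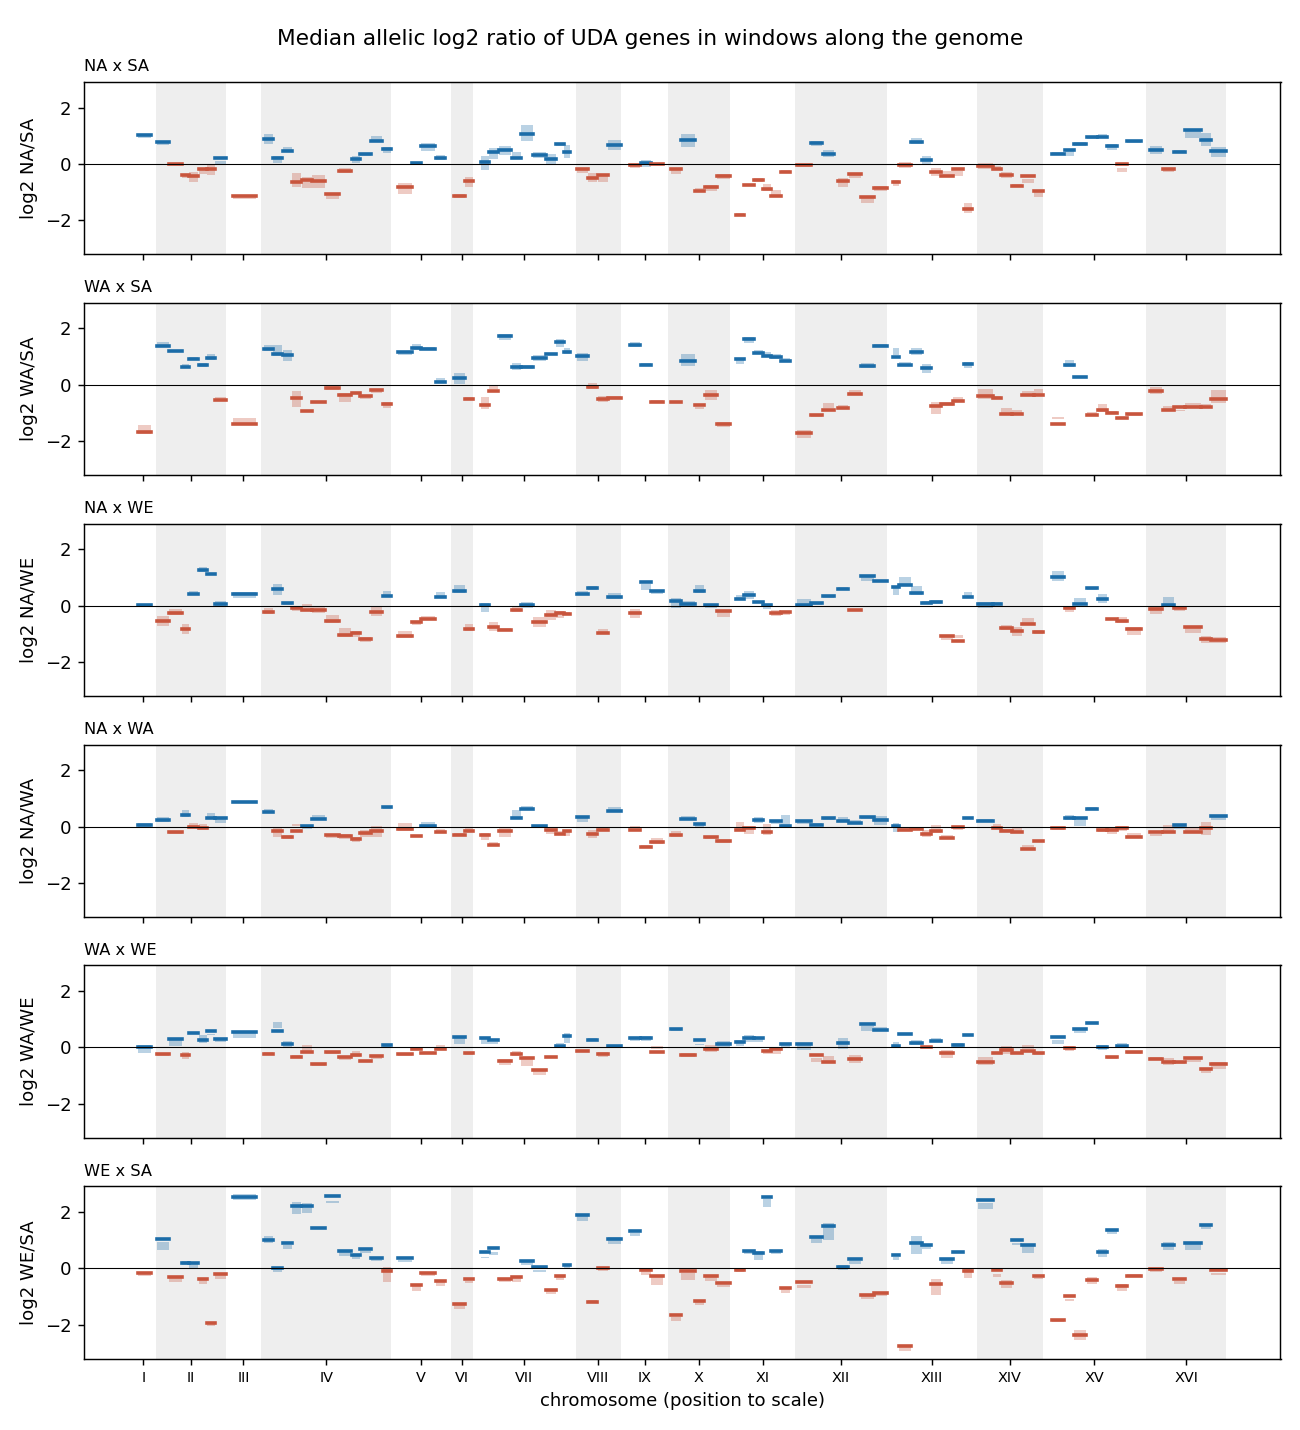
Median log2 ratio of the first-named over the second-named strain (y axis) in 89 windows of about 20 UDA genes along the 16 chromosomes (x axis), 1 panel per cross. Lines are medians over the genes of a window, blue above 0 and red below, and shaded bands span the 3 libraries; the lowest window median is -2.77 and the highest 2.56, both in Wine/European × SA.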

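The number of crosses in which a UDA gene showed ASE had a mean of 3.47 (SD 1.29 over genes) and a median of 4. ASE was found in all 6 crosses for 99 genes and in 5 crosses for 313 genes. There were 559 genes with ASE in 4 crosses, 494 in 3 crosses, 310 in 2 crosses and 113 in 1 cross. No cross showed ASE for 15 genes. When each library was left out in turn, the mean stayed between 3.26 and 3.51.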

Interestingly, across UDA genes we found that, on average, each gene showed significant allelic imbalance in three crosses (Fig. S1). The detailed results of mRNA abundance for each allele and cross are included in Table S1. In order to determine how widespread ASE is for each genetic background, we evaluated the number of genes exhibiting allelic imbalance per strain in at least a single cross. Overall, between 2,596 (78.2%) and 3,000 (90.3%) genes (in the NA and SA strains, respectively) showed ASE in at least one hybrid, demonstrating the ubiquity of ASE between natural isolates of *S. cerevisiae*. 

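Each strain took part in 3 crosses. ASE in at least one of them was found for 1699 UDA genes for the NA strain (89.3%), 1726 for WA (90.7%), 1761 for Wine/European (92.5%) and 1792 for SA (94.2%). With each of the 18 libraries left out in turn, these numbers stayed between 1602 and 1723 for NA and between 1738 and 1801 for SA. ASE in all 3 crosses of a strain was less frequent, with 312 genes for NA, 321 for WA, 447 for Wine/European and 526 for SA. From the share of genes with ASE in each genetic background, the paper concludes that ASE between natural isolates is ubiquitous.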

Altogether, these results suggest that ASE is commonly found in the budding yeast and set the ground to determine whether these expression differences could translate into phenotypic differences.

### Expression differences due to transcription factor binding site polymorphisms

Because polymorphisms outside of the coding sequence are often assumed to be regulatory in nature, we next sought to explain ASE in terms of differences in allele-specific transcription factor binding (ASB; Fig. 2a). We first identified regions in each strain that are orthologous to the promoter regions of S288c, scanned these for all isolates using the expert-curated set of transcription factor (TF) motifs from the YeTFaSCo database^28^, calculated the probability of each promoter being bound by each TF in each strain, and calculated the differences in binding (ASB) between alleles (see **Methods** for details), yielding a number between −1 and 1 for each hybrid/TF/promoter combination representing the difference in TF - promoter binding between the two parental alleles. We observed that most of these values were close to 0 since the majority of TFs do not bind most of the promoters, and those that do are often conserved. Subsequently, we compared the predicted ASB to ASE in the six F1 hybrids, using the hybrid-specific ASE sets. Because a given set of polymorphisms will alter the predicted binding of multiple TFs, we cannot conclude causal links between changes in TF binding and changes in expression for specific genes. However, we can ask whether, across all genes, ASB correlates with ASE for a given TF, providing evidence that ASB caused ASE. We expect that an allele that is bound comparatively more by an activating TF should also tend to have a higher ASE. Conversely, an allele preferentially bound by a repressing TF should have a decreased ASE. Accordingly, the correlation between ASB and ASE is expected to be positive for activators and negative for repressors. Overall, we observed that ASE/ASB correlations differed significantly from what is expected by chance (K-S test of actual vs. gene-permuted Pearson Rs; *p-value *< 10^−8^), with many more apparent activating motifs 

 and only a very subtle enrichment for repressors (

), consistent with ASB of TFs having a predictable effect on ASE (Fig. 2b). We note that the correlation coefficients yielded in this analysis are expected to be quite small - if ASB and ASE had a perfect correlation (R = 1) then all ASE would be perfectly explained by the predicted ASB of a single TF. A more likely scenario is that, for a given TF, ASB is altered at only a few genes, explaining part of the ASE at only these genes - the vast majority of ASE (that at non-ASB genes) is attributable to other causes (e.g. other TF ASB, heritable chromatin state). Our results are consistent with the binding of many TFs being altered at many loci and affecting the expression of few genes each. Next, in order to find specific examples of TFs exhibiting a significant binding/expression association, we looked at the relationship between ASB and ASE for each motif individually (Table S2). We found that only a few TF motifs showed a significant correlation between ASB and global ASE after correcting for multiple hypothesis testing (Bonferroni), all of which represented motifs for zinc cluster TFs that have an activating effect (Spearman R = 0.05 − 0.08, *p*-value* *< 0.01). These included Sut1 and Ecm22, which are involved in regulating ergosterol uptake and synthesis, respectively^29^, Uga3, which activates GABA genes in response to gamma-aminobutyrate^30^, and the uncharacterized YLR278C. Altogether, this demonstrates that ASE can be explained on the basis of altered TF binding, but generally the binding of each TF is altered at only a few genes.

We next sought to take advantage of the shared *trans* environment in the F1 hybrids to identify potential differences in TF activity between strains. In general, if one strain has an allelic form of a regulatory protein (TF or otherwise) with an altered function, when this alternate form is present (e.g. in the hybrids containing this allele), the targets of this protein may be differentially regulated. Note, however, that if the regulatory pathway ends with transcriptional changes via a particular TF with a known motif, we may see coordinated changes in the expression of that TF’s targets when the alternate allelic form is present. In particular, if a TF suffers from a loss of function mutation in one background, we expect hybridisation with a functional TF background to (partially) rescue TF-target regulation of the null background alleles, while the TF’s targets in the functional TF background may decrease in expression due to haploinsufficiency. With this in mind, we sought to identify TFs that appear to be more or less active in one strain as compared to the other three by looking at how the expression of that TF’s targets change in the different hybrid contexts. Thus, we defined the context-specific expression (CSE) of an allele (*a*) in a hybrid context (*a* × *b*; foreground) as the allele’s expression level in the *trans*-environmental context of *b*, divided by the average expression level of that same allele in the other two F1 hybrid contexts (*a* × *c* and *a* × *d*, *c* and *d being* the background genetic contexts; Fig. 2c). A relatively high CSE of an *a* allele in the context of *b* indicates that the *trans*-factors of *b* are activating *a* more than the *trans*-factors of *c* and *d*, and a low CSE indicates the opposite. Thus, the CSE can be thought of as the contribution of the *trans*-environment on expression of an allele (see **Methods** for further explanation).

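CSE was computed from the allele-specific counts of all 36 allele columns, normalized with TMM to CPM, as the level of an allele in one hybrid over its mean level in the other two hybrids of the same strain, on the log2 scale. An allele was used for genes with at least 10 reads in at least one replicate of each of its 3 hybrids. Predicted targets were genes with the consensus AGGGG of Msn2/4 at least 2 times, or the consensus TGAAAC of Ste12 at least 1 time, between 300 and 100 bp upstream of the start codon in the S288c R64 sequence, on either strand. These consensus targets stand in for the paper's motif scans. The mean log2 CSE over the 3 query alleles was compared between targets and all other genes with a two-sided permutation test of the gene labels (100000 resamples), with Benjamini-Hochberg adjustment over the 8 comparisons of these TFs in the 4 contexts.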

When comparing the CSE between target and non-target genes for each TF as defined by motif instances (see **Methods**), we found that several TFs had a significant association with CSE (FDR q ≤ 0.1; Table 1; all results in Table S3). For example, the targets of Sum1, a transcriptional repressor involved in repression of sporulation-specific genes during meiosis^31^, are upregulated in the WA context and downregulated in the NA context (*q *< 10^−6^ and *q* = 0.009, respectively), implying that Sum1 is less repressive in WA and more repressive in NA. 

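The predicted Ste12 targets had a log2 CSE close to that of other genes in every context. A single short site on either strand is a loose rule, so these targets may include many genes that Ste12 does not bind. Such genes would make a difference smaller, so the small differences here are not evidence against the paper's values. In the WA context, the mean difference between 348 targets and 2588 other genes was 0.0059 (SD over the 3 query alleles 0.0436, adjusted p = 0.942 from the permutation test), and 1 of 3 query alleles had this direction. In the SA context, the difference was -0.012 (SD 0.0810, adjusted p = 0.942, permutation test), again with 1 of 3 query alleles in this direction. The differences were -0.026 in the NA context and 0.0036 in the Wine/European context, with adjusted p-values of 0.826 and 0.942 from the same permutation test. When each library was left out in turn, the difference in the WA context lay between -0.0059 and 0.015 and in the Wine/European context between -0.0019 and 0.011, so its sign was not fixed in either. With at least 2 sites required of a target in place of 1, which left between 21 and 24 targets, the difference was -0.16 in SA, 0.24 in WA, -0.24 in NA and 0.13 in Wine/European, with adjusted p-values of 0.507, 0.226, 0.209 and 0.507 from the permutation test. STE12 itself had few reads, with at most 15 for an allele in any library of the Wine/European × SA hybrid, and is not among the UDA genes.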

We found that Ste12, a transcriptional activator involved in mating and pseudohyphal growth^32^,^33^, activates its targets more in WA and less in SA (q = 0.1 and q = 0.08, respectively), while Phd1, a transcriptional activator regulating pseudohyphal growth^34^, activates its targets less in WE (q = 0.07). 

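In the SA context, 82 predicted Msn2/4 targets had a higher log2 CSE than 2937 other genes, by 0.37 (SD over the 3 query alleles 0.166, adjusted p = 0.00448 from the permutation test), in 3 of 3 query alleles. In the WA context, the targets had a lower log2 CSE, with a difference of -0.25 (SD 0.107, adjusted p = 0.0196, permutation test), also in 3 of 3 query alleles. The differences were -0.16 in the Wine/European context (adjusted p = 0.296, permutation test) and 0.08 in the NA context (adjusted p = 0.680, permutation test). Among the alternatives, 1 or more sites in place of 2 moved the SA value most, to 0.092 (adjusted p = 0.140, permutation test). With CSE taken relative to the median of the 10 genes on either side, an alternative chosen after the data were seen, the difference was 0.27 in SA (adjusted p = 0.0435) and -0.21 in WA (adjusted p = 0.0564, both from the permutation test). Leaving out each library in turn gave values from 0.34 to 0.40 in SA and from -0.28 to -0.22 in WA. Of the genes for both factors, MSN2 had a log2 ratio of Wine/European over SA of 0.90 (SE 0.17, edgeR adjusted p = 0.00315) in Wine/European × SA, where the median of the 10 genes on either side was 1.64 and the ratio relative to it was -0.74 (edgeR adjusted p = 0.0109), or -0.75 with the library as a block (edgeR adjusted p = 0.0172). MSN4 had a ratio of 3.55 in the same cross (SE 0.71, edgeR adjusted p = 0.00394), with Wine/European reads of 821, 222 and 177 in the 3 libraries and a median of 3.34 over the 10 genes on either side. Relative to that median it was 0.21 (edgeR adjusted p = 0.817), or -0.12 with the block (edgeR adjusted p = 0.895). MSN4 had a ratio of NA over WA of 1.00, and 1.02 relative to its neighbours (edgeR adjusted p of the latter = 0.00642). In the same order, the values were -1.42 and -0.98 for WA over Wine/European (edgeR adjusted p = 0.00761). They were 0.49 and 0.93 for NA over SA (edgeR adjusted p = 0.0140). For WA over SA they were 0.83 and -0.53 (edgeR adjusted p = 0.136). In the same order, MSN2 had -0.17 and -0.78 for NA over SA (edgeR adjusted p of the latter = 0.0275). Its values for WA over SA were 0.60 and -0.71 (edgeR adjusted p of the latter = 0.0191). Relative to neighbours, the SA allele of MSN2 was thus the higher one in all 3 SA crosses. Without that step it was the lower one in WA × SA and Wine/European × SA.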

Finally, Msn2/4 appear to activate their targets more in SA and less in WA (*q* = 0.0006 and *q* = *0.009,* respectively for the Msn2 motif; Fig. 2d). We note, however, that there are several related TFs that bind very similar motifs to Msn2 and Msn4 (e.g. Usv1 and Rgm1), and so we cannot be certain that Msn2/4 are the factors mediating the differences in *trans*-activation with this technique. Altogether, these results demonstrate that the nature of *trans*-acting factor variants can be inferred by differential regulation of their predicted targets, taking advantage of the shared *trans* environment in F1 hybrids.

### Identification of candidate genes underlying natural phenotypic variation for oenological traits

In order to find evidence of signatures of directional allelic selection in the different parental strains that could shed lights into natural phenotypic adaptation, we looked at alleles over (maximally)- or under(minimally)-expressed in one genetic background compared to any other. 

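An allele was counted as maximally or minimally expressed in a strain when its gene showed ASE in all 3 crosses of that strain with the strain's allele higher, or lower, in each. The Wine/European strain had 148 maximally and 223 minimally expressed alleles, and another 76 genes with ASE in all 3 Wine/European crosses had no common direction. The count moved most with one library size for both alleles of a library in place of separate ones, to 388 maximally and 96 minimally expressed alleles. Pairing the alleles of a library by a block gave 244 and 297. The maximally expressed allele with the largest minimum ratio was that of SSA3, on chromosome II from 84499 to 86448 in S288c R64, with log2 ratios of Wine/European over the other parent of 2.26 (SE 0.17, edgeR adjusted p = 4.77e-06) in NA × Wine/European, 2.22 (SE 0.21, edgeR adjusted p = 1e-05) in WA × Wine/European and 2.32 (SE 0.21, edgeR adjusted p = 0.000145) in Wine/European × SA. For the minimally expressed alleles it was IMD4, on chromosome XIII from 162194 to 164176, with log2 ratios of Wine/European over the other parent of -5.62 in NA × Wine/European, -5.12 in WA × Wine/European and -6.90 in Wine/European × SA. The IMD4 value is uncertain where reads were shared, since 5.53% of its windows of 50 bp occur elsewhere in the reference.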

Genome-wide, we observed that the WE strain contained the greatest number of maximally/minimally-expressed alleles with 163 and 288 genes, respectively (Fig. 3a). Interestingly, the NA and WA strains, the two non-industrial isolates, showed the lowest number of maximally (36) and minimally expressed alleles (59), in agreement with the lowest genome-wide ASE levels found in these two genetic backgrounds (Fig. 1c).

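The NA strain had 44 maximally and 74 minimally expressed alleles, the WA strain had 75 and 70, and the SA strain had 121 and 107. Genes with ASE in all 3 crosses of a strain but without a common direction numbered 194 for NA, 176 for WA and 298 for SA. Over the fits that each left out one library, the maximally expressed alleles ranged from 18 to 46 in NA and from 51 to 79 in WA, and the minimally expressed ones from 48 to 79 in NA and from 32 to 72 in WA. These fits do not pair the alleles of a library. With the library as a block, which does, there were 73 maximally and 110 minimally expressed alleles in NA, 116 and 120 in WA, and 155 and 140 in SA. The maximally expressed allele with the largest minimum ratio was GGC1 in NA, with a log2 ratio of NA over WA of 1.20 (SE 0.21, edgeR adjusted p = 0.0013) as its smallest, CCT4 in WA, with 1.60 over NA (SE 0.16, edgeR adjusted p = 5.74e-05), and OPI3 in SA, with 2.40 over Wine/European (SE 0.24, edgeR adjusted p = 0.000195). In WA × SA, the ratio of CCT4 relative to the median of the 10 genes on either side was -0.35 (edgeR adjusted p = 0.173), and -0.34 with the library as a block (edgeR adjusted p = 0.0377). Its ratio of WA over Wine/European relative to neighbours was 0.28 (edgeR adjusted p = 0.211), and 0.27 with the block (edgeR adjusted p = 0.135). For GGC1, that of NA over SA was 0.56 (edgeR adjusted p = 0.199), and 0.55 with the block (edgeR adjusted p = 0.0316). Relative to neighbours, the other CCT4 and GGC1 ratios and those of OPI3 kept their direction and adjusted p-values under 0.05, without and with the block. The minimally expressed alleles chosen by the same rule were POR1 in NA, with a smallest ratio of -1.67 against WA (SE 0.14, edgeR adjusted p = 1.69e-05), DNF2 in WA, with -2.91 against SA (SE 0.23, edgeR adjusted p = 8.92e-05), and SIS1 in SA, where the Wine/European allele exceeded the SA allele by 3.04 (SE 0.23, edgeR adjusted p = 7.33e-05). The SA allele of POR1 had 9934, 12445 and 906 reads in the 3 libraries of NA × SA.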

In order to test for directional allelic selection, we searched for functional categories or pathways that are significantly enriched in the sets of maximally- and minimally-expressed genes in each strain, using the gene functional classification assigned by the Gene Ontology Consortium^35^ and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database for pathways maps and molecular interactions^36^. We identified 17 significant categories at a 10% FDR for genes under ASE (Table S4), the majority of which represented categories enriched within minimally-expressed alleles. For example, we found a four-fold enrichment of the ‘Amino acid transport and metabolism’ term for alleles maximally-expressed in the SA background (FDR = 9.9%). Among genes maximally-expressed in the WE background, the ‘carboxylic acid biosynthetic process’ GO term was found (FDR = 8.5%; fold enrichment =2.3). Interestingly, most of these genes, such as *ABZ1*^37^, *ALD4*^38^, *GDH1*^39^, *GLN1*^39^ and *ASN1*^40^, have been previously reported to be involved in the fermentation process, in agreement with the origin of the strain over expressing these alleles (Fig. 3b). These results demonstrate the presence of a robust directional allelic selection in the different genetic backgrounds for genes involved in related functions or pathways.

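ALD4, on chromosome XV from 1039840 to 1041399 in S288c R64, had 1130.7 ± 219 for the NA allele and 2625.6 ± 390.1 for the Wine/European allele (CPM after TMM, SD, n = 3 libraries) in NA × Wine/European. Its log2 ratio of Wine/European over the other parent was 1.22 (SE 0.17, edgeR adjusted p = 0.000154) in NA × Wine/European, 0.73 (SE 0.19, edgeR adjusted p = 0.00806) in WA × Wine/European and 1.23 (SE 0.31, edgeR adjusted p = 0.0114) in Wine/European × SA. ABZ1, on chromosome XIV from 687635 to 689998, had ratios of 1.52 (SE 0.15, edgeR adjusted p = 2.19e-05), 1.44 (SE 0.15, edgeR adjusted p = 1.74e-05) and 1.30 (SE 0.16, edgeR adjusted p = 0.000517) in these crosses. GLN1, on chromosome XVI from 642208 to 643320, had ratios of 1.37 (SE 0.29, edgeR adjusted p = 0.00224), 0.76 (SE 0.18, edgeR adjusted p = 0.00494) and 1.75 (SE 0.15, edgeR adjusted p = 0.000117). GDH1 had 0.57 (SE 0.14, edgeR adjusted p = 0.00611) in WA × Wine/European and 0.66 (SE 0.16, edgeR adjusted p = 0.00881) in Wine/European × SA. Without TMM, the Wine/European × SA ratio was 0.092 for GDH1 (edgeR adjusted p = 0.648) and 0.68 for ALD4 (edgeR adjusted p = 0.0854). With counts thinned to 308126 reads per allele and library, GDH1 had an edgeR adjusted p = 0.105 over WA and 0.0656 over SA. Under the other alternatives set beforehand that keep every library, GDH1 kept its call in these crosses. ASN1 had 0.56 (SE 0.16, edgeR adjusted p = 0.0117) in WA × Wine/European. In Wine/European × SA, the Wine/European allele of ASN1 had 872, 531 and 435 reads and the SA allele 684, 535 and 421, a log2 ratio of Wine/European over SA of -0.07 (SE 0.31, edgeR adjusted p = 0.868), which lay between -0.22 and 0.023 when each library was left out. In NA × Wine/European, neighbouring genes also had unequal alleles. The median log2 ratio of Wine/European over NA in the 10 genes on either side was 0.91 for ALD4, 0.89 for ABZ1 and 1.02 for GLN1. Around ABZ1 it was only 0.14 over WA, and -0.28 over SA. Relative to the median of its neighbours in each cross, ABZ1 kept its direction and an adjusted p-value under 0.05 in the 3 crosses, with 0.64 over NA (edgeR adjusted p = 0.00659), 1.29 over WA (edgeR adjusted p = 6.37e-05) and 1.57 over SA (edgeR adjusted p = 0.000406). The ratio of ALD4 relative to its neighbours was 0.31 over NA (edgeR adjusted p = 0.163), 0.37 over WA (edgeR adjusted p = 0.162) and 0.79 over SA (edgeR adjusted p = 0.0752). For GDH1 it was 0.27 over WA (edgeR adjusted p = 0.156) and 0.20 over SA (edgeR adjusted p = 0.332). For ASN1 it was -0.12 over WA (edgeR adjusted p = 0.605), where the median of the neighbours was 0.67, and -0.0024 over SA (edgeR adjusted p = 0.995). For GLN1 it was 0.36 over NA (edgeR adjusted p = 0.347), 0.12 over WA (edgeR adjusted p = 0.650) and 0.49 over SA (edgeR adjusted p = 0.0325). These fits do not pair the alleles of a library. In a fit with the library as a block, which does, ALD4 had an edgeR adjusted p = 0.00129 over NA, 2.98e-05 over WA and 0.00163 over SA relative to its neighbours, and GLN1 had 0.000258 over NA, 0.145 over WA and 0.0147 over SA. For GDH1 the edgeR adjusted p-values with the block were 0.0925 over WA and 0.106 over SA, and for ASN1 0.109 over WA and 0.751 over SA. Both comparisons with neighbours were chosen after the data were seen.

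**Figure D2:**
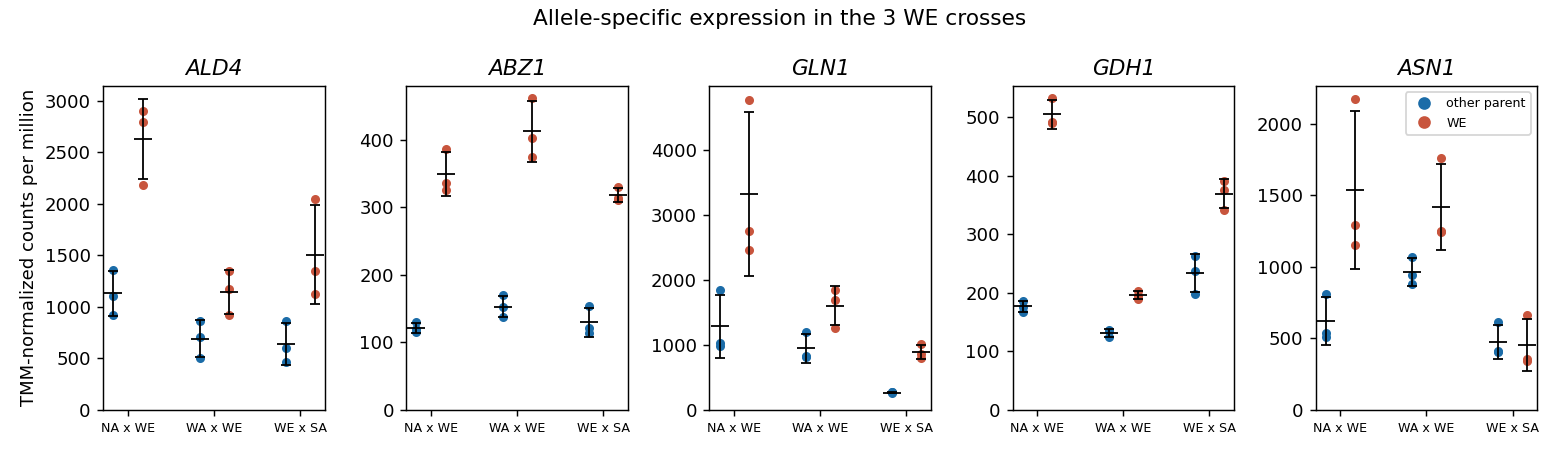
TMM-normalized CPM (y axis) of ALD4, ABZ1, GLN1, GDH1 and ASN1 in the 3 Wine/European crosses (x axis), with the Wine/European allele in red and the allele of the other parent in blue. Points are libraries, and bars are the mean and SD of 3 libraries; in Wine/European × SA the ASN1 alleles overlap, at 455.4 ± 182 for Wine/European and 478 ± 119 for SA.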

Next, to demonstrate that the genes responsible for these functional enrichments underlie phenotypic differences between natural isolates, we performed a reciprocal hemizygosity assay on several candidate genes. In particular, although ASE was estimated in optimal growth conditions, we focused on oenological phenotypes, assuming that *cis*-effects on ASE are more likely to change in magnitude rather than in direction^14^. Thus, we looked for candidate genes within the set of maximally-expressed alleles in the WE background that could be involved in processes related with wine fermentation. We selected the candidate genes *GDH1*, a glutamate dehydrogenase and *ASN1* an asparagine synthetase that catalyses the synthesis of L-asparagine from L-aspartate, for the reciprocal hemizygosity assay. The selection of these genes was based on the fact that glutamine and aspartic acid are utilised as nitrogen sources during the fermentation process. 

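In NA × Wine/European, GDH1, on chromosome XV from 1041678 to 1043042 in S288c R64, had 61, 95 and 67 reads for the NA allele and 201, 302 and 255 for the Wine/European allele in the 3 libraries. After normalization these were 176.8 ± 8.74 CPM for NA and 505.3 ± 24.4 for Wine/European (SD, n = 3), a log2 ratio of Wine/European over NA of 1.51 (SE 0.13, edgeR adjusted p = 9.75e-06). ASN1, on chromosome XVI from 822620 to 824338, had 281, 261 and 213 reads for the NA allele and 887, 710 and 619 for the Wine/European allele. Its log2 ratio of Wine/European over NA was 1.32 (SE 0.25, edgeR adjusted p = 0.00133). For ASN1, 2.04% of the windows of 50 bp occur elsewhere in the reference, so a small part of its reads could have been shared. In the 10 genes on either side, the median log2 ratio of Wine/European over NA was 0.87 around GDH1 and 1.15 around ASN1. Relative to these medians, the ratio of GDH1 was 0.64 (edgeR adjusted p = 0.00261) and that of ASN1 0.17 (edgeR adjusted p = 0.623). When the library was a block, which pairs its alleles, they were again 0.64 for GDH1 (edgeR adjusted p = 8.62e-05) and 0.14 for ASN1 (edgeR adjusted p = 0.130). Both comparisons were chosen after the data were seen.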

For these two genes we found the largest expression differences between the WE and NA strains, and therefore the WE × NA hemizygotes were chosen for the phenotypic assay. Reciprocal hemizygotes were fermented at 25 °C during 21 days in MS300 (see methods) and fermentation kinetics (CO_2_ output) together with phenotypes of oenological interest were measured. Since *ASN1* is involved in asparagine synthesis from aspartate, we evaluated aspartic acid and glutamic acid assimilation profiles in the reciprocal hemizygotes. As hypothesised, differences were observed between allelic variants, where the WE-*ASN1*/NA-*asn1*Δ hemizygote showed higher consumption levels of both amino acids (*P *< 0.05, ANOVA), with respect to the WE-*asn1*Δ/NA-*ASN1* hemizygote (Fig. 3c, Table S5a). Moreover, this result is in agreement with greater expression levels of the WE allele. Analyses of *GDH1* nitrogen assimilation profiles in the WE × NA hemizygotes did not show evidence of differences in any of the sources evaluated (Table S5b), suggesting a more complex regulation pattern or mild phenotypic consequences in this case.

### Phenotypic differences between *ASN1* alleles are caused by polymorphisms within coding and non-coding regions

Initially, in order to validate *ASN1* allelic expression differences, we performed an allele swap strategy of the native promoters in the parental strains (700 bp upstream the ORF) and inserted immediately downstream a luciferase reporter replacing the original *ASN1* locus (Fig. 4a). The luciferase expression levels driven by each promoter on each genetic background were then measured by high-throughput phenotyping in YPD (ASE condition), synthetic complete media (SC) and synthetic wine must to differentiate the strength of the two promoters under several environments. In all three conditions, the *ASN1*^*WE*^ promoter exhibited greater expression levels, independently of the genetic background (either when placed in the original WE background or in the NA strain, Fig. 4b and Fig. S2), validating our original ASE results.

Subsequently, to determine whether the phenotypic differences between *ASN1* hemizygotes are due to polymorphisms within either coding or non-coding regions, we repeated the allele swap strategy of the promoters in the parental strains, but this time utilising the original *ASN1* ORF. Based on this approach, we reconstructed all the possible combinations in the parental backgrounds by swapping either the ORF or the regulatory region (Fig. 4a) and evaluated the nitrogen sources for which we previously found significant differences in *ASN1* (Fig. 3c). Initially, we examined the assimilation profiles of *ASN1* in parental strains and found that the NA strain had 41% and 81% lower assimilation levels of aspartic and glutamic acid, respectively (Fig. 4c). Subsequently, we evaluated the nitrogen assimilation profiles of the haploid mutants carrying the swapped alleles. When we incorporated the *ASN1*^*NA*^ non-coding region into the WE background, we found a significant difference for glutamic acid, with a 13% decrease in the consumption levels, in agreement with the tendencies observed in the parental strains (Fig. 4c). Similarly, swapping the *ASN1*^*WE*^ regulatory region into the NA background showed a significant 25% increase in the amount of glutamic acid consumed (*p*-value* *< 0.05, ANOVA), but no significant difference in the case of aspartate. The equivalent experiment swapping the coding regions showed a significant 8% decreased assimilation level for both amino acids in the WE background, while a 46% increase in glutamic acid was estimated when the WE ORF was incorporated into the NA background (Fig. 4c).

Finally, with the aim of determining which polymorphisms could be underlying the phenotypic differences observed, we compared sequence divergence between the WE and NA backgrounds in the regulatory region within the 700 bp immediately upstream of the ATG and found a total of five polymorphisms. Subsequently, we evaluated binding differences for each polymorphism in the non-coding part and found a C/G (WE/NA) SNP at position −323 located within a Uga3 binding site. The presence of this SNP would result in comparatively less TF binding in the NA strain (Fig. 4d, position weight matrix score decreased by 45% in the NA background). In order to determine the influence of Uga3 upon *ASN1* expression, we generated *uga3* deletions for those strains carrying the luciferase construct and estimated expression levels in YPD, SC and SWM. When we compared the WE background against the WE-*uga3*Δ knockout, we observed a significantly greater luciferase activity in the WE strain carrying an active version of *UGA3* when grown in YPD and SC media (*P *< 0.05, Mann-Whitney U test, Fig. 4e), and confirming the higher expression levels of *ASN1*^*WE*^ promoter compared to *ASN1*^*NA*^ promoter (Fig. 4e). The same pattern was not observed in the NA background, where a greater expression level was estimated in the knockout strain (Fig. 4e). Thus, our results suggest an active role of Uga3 in regulating *ASN1* expression in the WE background. Interestingly, Uga3 has been implicated in nitrogen catabolism and represents a potential candidate to underlie the phenotypic differences observed between allelic variants. On the other hand, all the polymorphisms identified in the coding portion of *ASN1* represent synonymous SNPs and therefore no obvious candidates arise from this region.

Overall, these results validate the role of *ASN1* upon the nitrogen consumption profile in these isolates and demonstrate that both, coding and non-coding regions support natural phenotypic variation between these two genetic backgrounds.

## Discussion

During the last decade, many studies have aimed to decipher the natural variants underlying complex traits. However, candidate QTLs have been usually biased towards SNPs that can directly affect protein function. While many of these studies were successful using this strategy and have finely tuned our understanding of the molecular bases underlying complex traits, such approach has neglected the contribution of non-coding regions. Thus far, much of our knowledge about polymorphisms within regulatory regions and their downstream effects on variation in gene expression derives from large-scale studies devoted to find expression QTLs and, lately, differences in allele-specific expression^14^,^15^,^17^. However, evidence on how causal non-coding variant affect natural gene expression variation and phenotypic diversity is still limited, probably because trait differences due to transcript abundance changes are difficult to demonstrate and validate. Recently, a few ambitious efforts have extended our understanding on the molecular mechanisms underlying transcriptional variation, providing rich evidence on how natural *cis*-variants influence downstream gene expression^9^,^20^,^22^.

Here, we initially sought to investigate the extent of ASE across four natural isolates of *S. cerevisiae*. While our experimental design extends previous reports on ASE in laboratory yeast strains^41^, we found that our analysis of gene expression between four wild strains reveals a substantial increase in the number of alleles differentially expressed (Table S1). Previous microarray analysis between lab strains have reported over 20% of the genes evaluated exhibiting differences in expression levels due to local (likely in *cis-*, but no necessarily) factors^42^. In our study, ASE levels range between 28% up to 61% depending on the cross (Fig. 1c), with almost 97% of the genes analysed showing ASE in at least one cross. 

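Counted over the 6 crosses, 1888 of the 1903 UDA genes (99.2%) showed ASE in at least one cross. When each of the 18 libraries was left out in turn, this number lay between 1879 and 1891.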

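Over the 6 crosses, the number of ASE genes and the genetic distance printed in Fig. 1c had a Spearman's rho of 0.257 (exact permutation test over 720 pairings, two-sided, p = 0.658) and a Pearson's r of 0.298 (exact permutation test, p = 0.565). With Benjamini-Hochberg adjustment over these 2 relations, both p-values were 0.658. Without NA × SA and WA × Wine/European, the crosses farthest from the median distance, rho over the remaining 4 crosses was 0.80 (exact permutation test, p = 0.333) and r was 0.725 (exact permutation test, p = 0.208). The crosses share parents, so they are not independent samples, and the sample labels name no sequencing batch. Sharing of allelic ratios between neighbouring genes also differed between crosses and may contribute to the number of ASE genes. Leaving out each library in turn, which changes the number of ASE genes, gave values of rho from -0.143 to 0.60.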

Interestingly, ASE levels per cross do not correlate with the genetic distance between strains (Spearman test, R = 0.08, *p-*value = 0.87), in support of the idea that phenotype may be better predicted by ecological niche than by genetic relationship. The increased power to detect transcript abundance variation is not solely due to the greater resolution when using high read counts, but instead to the utilisation of genetically distant strains, a controlled environment and the easy manipulation of individual yeast samples. Furthermore, the wide range of genes exhibiting ASE could be explained by the extensive number of private polymorphisms between the strains, in contrast with other reports between closely related individuals^41^. Similar observations were reported in mice, where the utilisation of inbred individuals in a controlled environment led to high levels of transcript abundance variation^15^.

By predicting TF binding using motifs previously characterised in the laboratory strain S288c, we were able to further enlighten our understanding of the mechanisms behind ASE. We demonstrated at the genome-wide level that the differences in predicted TF binding due to *cis*-regulatory variation affect transcription in a predictable way. Interestingly, we found that most significant associations between ASE and ASB were positive, indicating that most TFs with significant associations function as activators. Recent work indicates that activators and repressors are comparable in number and have similar numbers of target genes^43^, but a tighter association between binding and transcriptional output among activators, or a greater context-dependence of repressor activity could explain this observation. However, we note that since our analysis was limited to growth in rich media, it is possible that a greater enrichment among repressors may be evident in less transcriptionally active conditions.

The shared *trans*-environment within F1 hybrids allowed us to shed some light on the *trans*-determinants of expression variation by identifying TFs whose targets are up- or down-regulated in a particular hybrid context. For instance, we observed that the positive regulators of invasive growth Ste12 and Phd1^44^ appear to be more active in WA and less active in WE, respectively, which could explain why WA exhibits the greatest amount of invasive growth of these four strains and why WE does not exhibit invasive growth^45^. In addition, many of the motifs predicted to have allele-specific activity correspond to the stress-response element bound by Msn2/4^28^. In particular, we found WA to have a deficient stress response, consistent with previous phenotypic characterization^27^, while SA had a more active stress response. We detected this in spite of our ASE data being generated in comparatively stress-free growth conditions and so the observed differences may be exaggerated under stress. It is important to note, however, that, our approach to identify *trans*-determinants of ASE cannot distinguish between differences in the regulating TF, one of its specific cofactors or an upstream regulator as all would yield changes in the expression of the TF’s targets. We further noticed that, although we found several promising examples of differential *trans*-regulation using CSE, we had a limited amount of data to use in our analyses: only four parental strains and three F1 hybrids containing the same queried strain, leaving us only a single strain to use as foreground and two for background. With more hybrids, our ability to dissect differential *trans*-regulation would be likely improved. Moreover by combining this approach with eQTL data, we may be better able to identify the exact nature of the differentially regulated pathways. For instance, *REX4*, which interacts genetically with *MSN2* and *MSN4*^46^, lies within a *trans*-eQTL found to regulate Msn2/4-dependent genes^42^.

Based on our ASE dataset, we found signatures of directional allelic selection for several gene ontology terms significantly enriched in the different parental backgrounds, where sets of genes with related function are either over or under-expressed (Table S4, Fig. 3). This strategy has previously proven fruitful in crosses between *Saccharomyces* species, revealing how *cis*-regulatory variation between species influences pathway divergence^47^,^48^. The WE background exhibits enrichment for several gene ontology terms among over-expressed genes, out of which the ‘carboxylic acid biosynthetic’ term contains several genes (*ABZ1*, *ALD4*, *GLN1*, *GDH1* and *ASN1*) previously associated to oenological phenotypes^37^, in agreement with the genetic and phenotypic clustering of this strain with others isolated from fermentation musts^25^,^27^. Thus, in order to demonstrate that expression differences between allelic variants could underlie natural phenotypic variation between strains, we generated reciprocal hemizygotes among backgrounds with the greatest absolute ASE log_2_ ratio in the candidate genes *GDH1* and *ASN1*. Phenotypic differences between hemizygotes were observed in *ASN1*, but not for *GDH1* (Table S5, Fig. 3). *ASN1* encodes for an asparagine synthetase and allelic variants show significant differences for nitrogen assimilation preferences, in agreement with greater expression levels of the *ASN1*^*WE*^ allele and suggesting a greater capacity to assimilate these two amino acids. Certainly, previous transcriptome studies have also reported variation in expression levels in *ASN1* under fermentative conditions, highlighting the importance of adequate nitrogen levels during the course of the fermentation process^40^.

Do coding or non-coding polymorphisms explain the phenotypic differences observed between allelic variants? To answer this question, we designed a promoter and ORF-swap strategy for *ASN1* where we exchange one or the other region with the alternative allelic variant in the parental backgrounds (Fig. 4a). After reconstructing the mosaic parental backgrounds carrying alternative versions of regulatory regions, the promoter allele swap strategy for *ASN1* in the NA background demonstrates that the non-coding region is partly responsible for the phenotypic variation between these two backgrounds, where the WE regulatory region increases the glutamic acid uptake in the NA background (Fig. 4c). Accordingly, the opposite effect is observed in the WE background, where the presence of a NA promoter decreases glutamic acid assimilation. A similar observation was also obtained in both backgrounds when swapping the ORF. Part of this phenotypic divergence could be likely explained by ASB of Uga3, which could preferentially bind the WE regulatory region (Fig. 4d,e). We further note that Uga3 was one of the few TFs to have a significant association between changes in its binding sites and changes in expression of the associated gene (Table S2), indicating that regulation by this TF may have rapidly diverged among these strains. These results demonstrate that the non-coding region would also be responsible for the quantified phenotypic differences between isolates.

In conclusion, our results demonstrate that non-coding genetic variation has widespread effects on gene expression levels, resulting in phenotypic variation with functional consequences. We identified thousands of genes under ASE and provided evidence for how altered TF binding and activity would impact expression levels in each genetic background to shape the phenotypic landscape. The ASE dataset here provided can be used as a tool to undercover many variants underlying other phenotypes of industrial or medical interest, assisting the identification of functional regulatory polymorphisms underlying complex traits. Finally, we demonstrated new paths to bridge the gap between genotype and phenotype diversity, by integrating allele-specific expression levels with natural trait variation.

## Methods

### Strains, culture conditions and RNA extraction

The F1 hybrids used in this study were previously generated from crosses between haploid strains from different geographic origins: YPS128 (North American, NA), DBVPG6044 (West African, WA), Y12 (Sake, SA) and DBVPG6765 (Wine ⁄ European, WE). These strains, together with the F1 hybrids, have been described in detail elsewhere^49^. Each F1 hybrid was grown in triplicate in 5 mL of rich yeast peptone dextrose (YPD) media at 28 °C up to mid-log phase (OD_600_,~0.8). Cultures were harvested by centrifugation and cells were treated with 2U of Zymolyase for 30 min at 37 °C. RNA was extracted utilising the E.Z.N.A. Total RNA Kit I (OMEGA) according to the supplier’s instructions. RNA samples were then treated with DNase I (Promega) to remove genomic DNA traces and total RNA was recovered using the GeneJET RNA Cleanup and Concentration Micro Kit (Thermo Scientific). RNA integrity was confirmed using a Fragment Analyzer.

### RNA sequencing and ASE data analysis

The RNA-seq libraries were constructed using the TruSeq RNA Sample Prep Kit v2 (Illumina). Briefly, mRNA from 1*u*g of total RNA was enriched by mRNA purification magnetic beads. Enriched mRNA was eluted and fragmented at 94 °C for 5 min. The double stranded cDNA was acquired by RT-PCR using above fragmented mRNA, followed by end repair, single A base adding and Adapter index ligation. The ligation product was amplified by PCR. The size of the end product was around 260 bp. The sequencing was conducted on HiSeq 2500 (Illumina).

In order to map RNA-seq reads to the hybrid transcriptomes, we created six separate reference transcriptomes, each containing the union of the parental transcriptomes (hybrid transcriptome). ORF locations were identified in each strain by mapping the ORF annotations from S288c to each parental strain using UCSC’s liftOver tool. The custom chain files required were created by mapping homologous sequences between each strain’s genome^26^ and the S288c genome (R64, sacCer3), using Blat^50^. This yielded ORF sequences for each strain, for most ORFs – incompletely mapped or fragmented ORFs were excluded from subsequent analysis (326–509 per parental strain). Reference transcriptomes were created for each hybrid by combining the ORF sequences from each parental allele – UTR sequences were excluded because their lengths were less likely to be conserved. RSEM^51^ was used to align reads to the appropriate hybrid ORFeome using Bowtie^52^, with reads subsequently filtered for those that prefer one parental allele over the other (i.e. the read contains one or more bases that differentiate the alleles). Overall, nearly 15% of the reads corresponded to allele-specific reads. These reads were then summed for each allele and used in subsequent analyses. In some cases, ORFs were found to contain Ns (i.e. bases that are undefined in the genome reference), or the ORF was missing from one or both parental reference genomes, and/or there were fewer than 10 reads for all replicates of one allele and these ORFs were excluded from all subsequent analyses for the affected hybrids to avoid mapping biases. Overall, for the ASE analysis, we excluded 2,259 genes due to the absence of polymorphisms, missing ORFs or undefined bases in the genome.

ASE for each gene was calculated by comparing the allele-specific counts between parental alleles for each replicate of each hybrid. Since within most hybrids the number of genome-wide reads differed between both parental alleles, we TMM-normalized the expression data prior to further manipulation. We next used edgeR to calculate ASE log-ratios and p-values, comparing the three replicates of each allele. Practically speaking, the two alleles for each gene were compared as if they were the same gene in two different conditions, each having three replicates. We found this approach to work well in our context because the two parental haplotypes are fully known and so we did not need to concern ourselves with incomplete linkage or multiple possible polymorphisms. Further, our approach has the advantage that even large polymorphisms that may not align to the reference (S288c) genome will still be detected (by mapping correctly to that polymorphism in the parental strain’s allele). This provided us with a set of ASE values per hybrid, where the genes for which we had ASE values varied based on what genes were present and abundant in that particular hybrid. To yield a set of genes that could be compared across hybrids (the UDA set), we further eliminated genes containing fewer than 10 reads per allele across replicates in at least one cross were discarded from the analysis (in total, 1,027 genes). *P*-values were corrected for multiple hypothesis testing using the q-value package^53^. The q-values utilised represent the minimum FDR at which each individual ASE event is significant.

### Scanning orthologous promoter regions for transcription factor binding sites

Promoter regions were taken as the region from −250 to −50, relative to the transcription start site in S288c, and orthologous promoter regions were mapped from S288c, as described above for ORFs. Where promoter sequences were incompletely mapped or contained Ns, the promoters were excluded from subsequent TF-binding analyses. TF binding probability was calculated using the GOMER model^54^, with allele-specific binding as the difference between the probability of binding for one parental allele and the other. 

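In the S288c R64 sequence, ASN1 lies on the forward strand of chromosome XVI, and the 700 bp upstream of its start codon run from 821920 to 822619 with a GC content of 42.1%. The 15 bp sequence shown for the Wine/European allele in Fig. 4d, TGCCGTGGACGGCAA, is found there on the forward strand from 822288 to 822302, that is, from -332 to -318 relative to the start codon, with 0 mismatches. No annotated gene overlaps this position. The gene upstream is NOC4, on the reverse strand from 819765 to 821423.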

Particularly, for *ASN1* we analysed the regulatory region taken from −700 to the ATG.

### Calculating context-specific expression (CSE)

Here, we will refer to the parental strain whose TF activities are being tested as the “foreground strain”, the other parental strain in the F1 hybrid as the “query strain”, and the two other F1 hybrids with the query strain as a parent as the “background strains”. Thus, in the query x foreground hybrid strain, the query’s genes are being expressed in the context of the foreground’s *trans*-acting factors, as well as its own (but these are also present in the two other background strains). We calculated a context-specific expression (CSE) for each query gene in each F1 hybrid context by (first, TMM normalizing the expression data, and then) calculating the expression ratio between expression in the foreground context and background contexts. For example, the CSE of the query *WE* allele in the *SA* foreground context (F1 *SA* × *WE*) is taken as CSE(*WE*,*SA*) = (2 × Expr(*WE*,*SA*))/(Expr(*WE*,*WA*) + Expr(*WE*,*NA*)), where Expr(*WE*,*SA*) is the expression of the *WE* allele in the *WE* × *SA* hybrid. This way, if the gene is activated more in the foreground context than in the background contexts, a positive CSE results and we can infer that there may be some *trans*-acting factor activating the gene in the foreground that is not present in the background strains.

To compare CSE between TF targets and non-targets, we defined a TF’s targets as genes with at least half the maximum observed motif score, unless these numbered fewer than 50 or more than 10% of the total potential targets, in which cases the top 50 or the top 10% of genes were taken as targets, respectively. To test if targets and non-targets have significantly different CSEs, we applied a Student’s T-test and ensured that, for a given context, the same relationship between TF targets and CSE held for all three possible query parents. We then used a Benjamini-Hochberg FDR (alpha = 0.1) correction to define significant hits.

### Directional Allelic Selection

To assess directional allelic selection on each genetic background, we used the set of alleles maximally- or minimally-expressed in all three hybrids involving a common parental strain (or “query strain”). Later, these eight sets of genes (two for each strain, one containing over-expressed alleles, while the other containing under-expressed alleles) was used in the DAVID Bioinformatics Resource^55^ to test for a significant enrichment in gene ontology (GO) terms and/or pathways in the Kyoto Encyclopedia of Genes and Genomes (KEEG). We selected categories with a significant over-representation of ASE events utilizing a FDR* *< 10%.

### Generation of reciprocal hemizygotes, promoter swapping and phenotyping

Reciprocal hemizygotes for each candidate gene were generated as previously described^3^,^56^,^57^. Briefly, the gene *URA3* previously deleted in the parental strains^58^ was used as a selectable marker. Haploid versions of the parental strains containing opposite Hygromycin B and Nourseothricin cassette resistances were used to delete each target gene and construct all possible combinations of single deletions. Next, mutated parental strains were crossed to generate the reciprocal hemizygote strains and diploid hybrids were selected in drug plates (300 ug/mL Hygromycin B, HphMx) and (100 ug/mL Nourseothricin). Finally, diploids were confirmed by *MAT* locus PCR^59^.

The different combinations of promoters and alleles were generated using *in vivo* assembly yeast recombinational cloning^60^,^61^. Briefly, the promoter and the allele selected for validation were amplified by PCR using a Phusion Flash High-Fidelity PCR Master Mix (Thermo scientific, USA). Additionally, the HphMx antibiotic resistance was also amplified by PCR and included in the genetics constructions; the overlap between PCR products was 50 bp. The PCR products were co-transformed with the linear plasmid pRS426 in the yeast strain BY4741 (*MATa*, *his3Δ1*, *leu2Δ0*, *LYS2*, *met15Δ0*, *ura3Δ0*). The circular plasmids generated in yeast were transferred to an *E. coli* DH5α strain and analysed by colony PCR under standard conditions. Three positives colonies containing the promoter, the allele and the HphMx cassette were selected for plasmid isolation and sequencing. The sequence identity of the promoters and alleles was analysed using the SGRP database BLAST service^25^,^26^. Finally, the parental strains were transformed with the complete genetics constructions, which were amplified by PCR using a Phusion Flash High-Fidelity PCR Master Mix (Thermo scientific, USA) and 70 bp primers for direct homologous recombination on the target locus, allowing the integration of the genetics constructions in the genome. The positives yeast colonies were analysed by colony PCR under standard conditions.

Oenological phenotypes were evaluated in sextuplicate in Synthetic Wine Must (MS300), prepared according to Rossignol *et al.*^62^. Briefly, MS300 was supplemented with a final concentration of 300 mgN/L of assimilable nitrogen (YAN) corresponding to 120 mgN/L of ammonium and 180 mgN/L of a mixture of 19 amino acids^56^. At the end of the fermentation (approximately at day 21, equivalent to a daily CO_2_ lost of less than 10% of the total CO_2_ lost across all 21 days), 12 mL of synthetic grape must (MS300) were centrifuged at 9000xg for 10 min and the supernatant was collected. 20 *u*L of MS300 were injected in a Shimadzu Prominence HPLC equipment and the concentration of glucose, fructose, glycerol, malic acid, acetic acid, succinic acid, ethanol, ammonium and each amino acid sources were measured using the HPLC analysis as previously described^63^.

### Luciferase expression

The genetic constructs carrying the luciferase reporter gene under the control of WE or NA *ASN1* promoters were assembled using yeast recombinational cloning, similar as it was described above. We used a previously described destabilized version of firefly luciferase allowing real-time quantification of gene expression in yeast^64^. With the aim to avoid effects of copy number and genetic context in gene expression, the genetic constructs were integrated in the *ASN1* locus. Additionally, the *UGA3* gene was deleted in the WE and NA strains carrying the luciferase constructs using *URA3* as selectable marker, similar as we previously described. The parental strains (WE and NA) carrying the luciferase constructs were analysed for luciferase expression using a Cytation3 microplate reader (Biotek, USA). Briefly, the strains were pre-grown in YPD, synthetic complete media (SC) and MS300 over-night, the cultures were diluted 1/100 to inoculate a 96 well plate with 200 uL of fresh culture media containing 0.1 mM of luciferin. The OD600nm and the luminescence of the cell cultures were monitored every 1-hour, all the experiments were performed in three biological replicas.

## Additional Information

**Accession Numbers:** The RNA-seq reads from this study are available from the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE69115.

**How to cite this article**: Salinas, F. *et al.* Natural variation in non-coding regions underlying phenotypic diversity in budding yeast. *Sci. Rep.* **6**, 21849; doi: 10.1038/srep21849 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Figures and Tables

**Figure 1:**
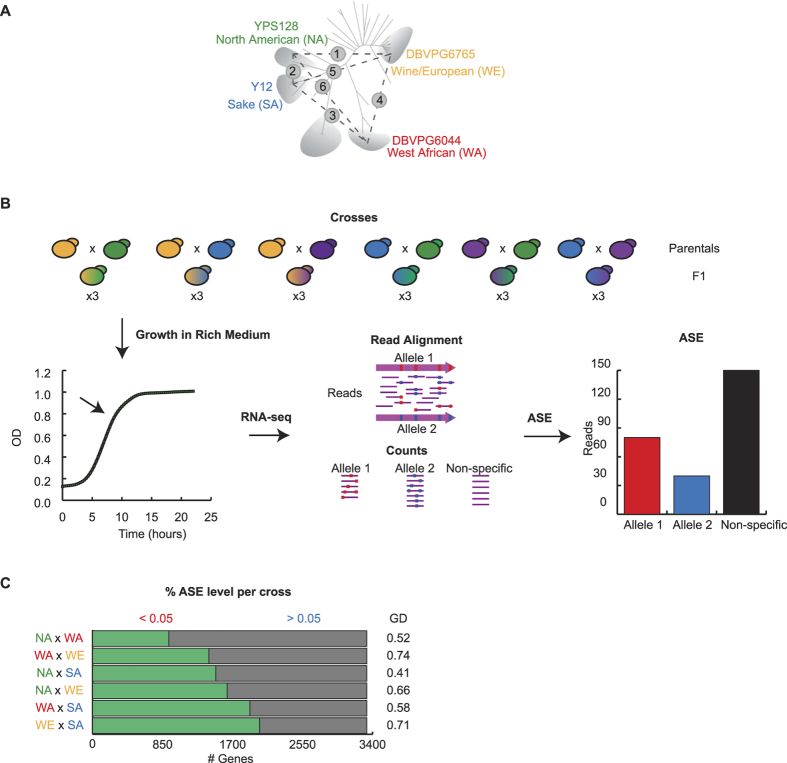
Allele-Specific Expression (ASE) between natural isolates. (**A**) The schematic tree highlights the four major geographic clusters previously described^25^. The four isolates (NA, YPS128; SA, Y12; WA, DBVPG6044 and WE, DBVPG6765) used to generate the F1 hybrids utilised in this study comprise a large fraction of the genetic variation in the species. (**B**) Schematic diagram representing the strategy followed to estimate ASE in budding yeast. Six F1 crosses were grown in rich media (YPD) in triplicates for RNA-sequencing in an Illumina HiSeq2500 platform. Reads were aligned against both genomes and reads specifically aligning to either parental background were considered for ASE estimation. ASE was estimated as the log_2_ ratio between the number of reads per gene for each parental background (red and blue). Replicates were treated independently throughout the process and ASE was estimated using edgeR (**C**) ASE levels per cross are depicted based on significance levels. Significant (green, FDR* *< 5%) and non-significant genes (grey, FDR > 5%) are shown together with the genetic distance (GD as %) between the strains based on Liti *et al.*, 2009.

**Figure 2:**
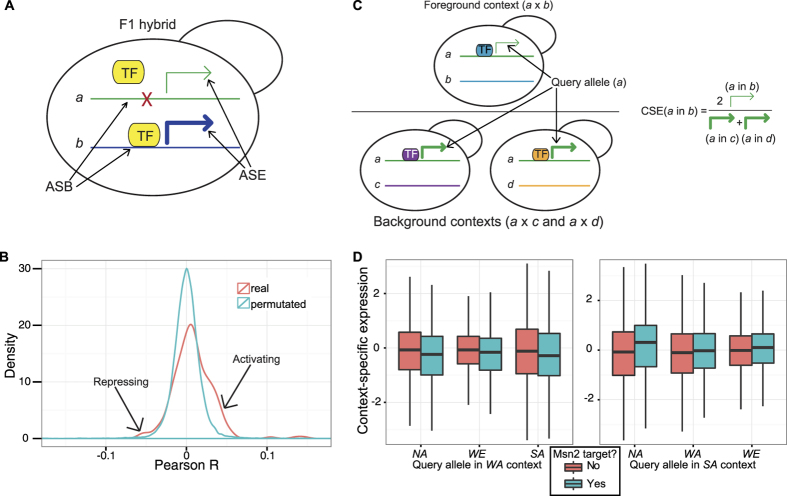
Motif analysis identifies mechanisms of ASE in both *cis* and *trans*. (**A**) Predicting ASE by ASB. Differences in binding sites can result in differences in TF binding and, consequently, differences in expression level. (**B**) Observed and expected (by gene-label permutation) Pearson R distributions for ASB and ASE. Shoulders to the right and left indicate activating and repressing TFs, respectively. (**C**) Context-specific expression (CSE) concept. When the green allele (strain ‘a’) shares a nucleus with the blue genome (strain ‘b’), its expression (green arrow) is in part governed by the blue TFs. CSE of the green allele in the blue context is equal to the ratio of the allele’s expression when paired with the blue TFs and that allele’s expression when paired with the purple (strain ‘c’) and yellow (strain ‘d’) TFs (as a background). (**D**) CSE distributions for predicted Msn2 targets and non-targets in the *trans*-context of WA and SA strains.

**Figure 3:**
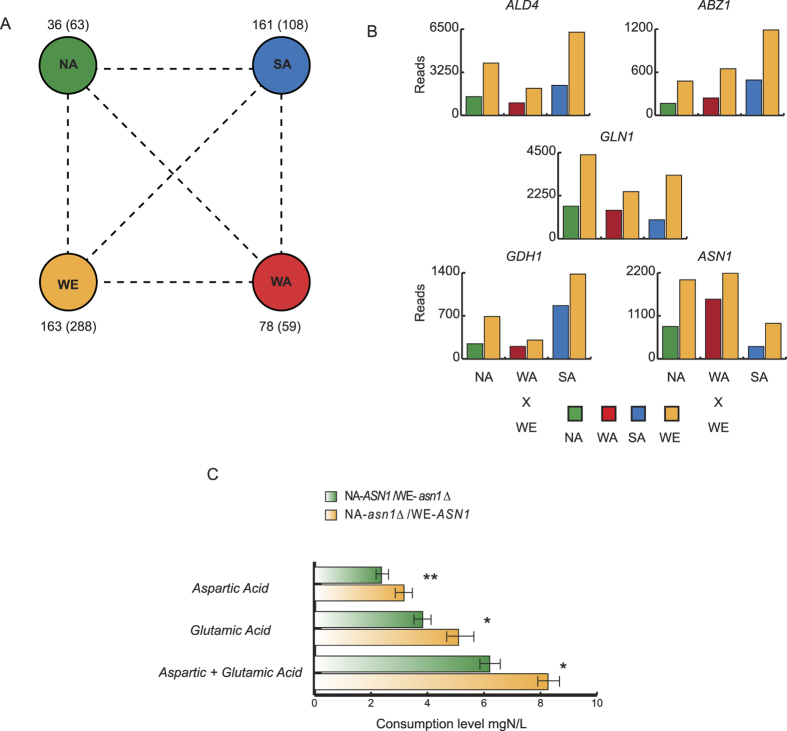
Directional Allelic Selection. (**A**) Diagram representing the number of alleles maximally expressed and (minimally expressed) on each genetic background based on ASE levels (FDR* *< 5%) on the three hybrids where the corresponding parental strain is involved. (**B**) ASE levels in the set of maximally expressed alleles in the WE background for the ‘carboxylic acid biosynthetic process’ GO term. The number of reads for each allele in the three crosses involving the WE strain is shown for *ALD4, ABZ1*, *GLN1*, *GDH1* and *ASN1*. (**C**) Amino Acid consumption levels (mgN/L) for aspartic acid, glutamic acid and the sum of both are depicted for NA-*ASN1*/WE- *asn1*Δ (green) and NA-*asn1*Δ/WE-*ASN1* (orange) reciprocal hemizygotes. Significant differences were found for aspartic acid (*p*-value* *< 0.004), glutamic acid (*p*-value* *< 0.04) and the sum of both (*p*-value* *< 0.02).

**Figure 4:**
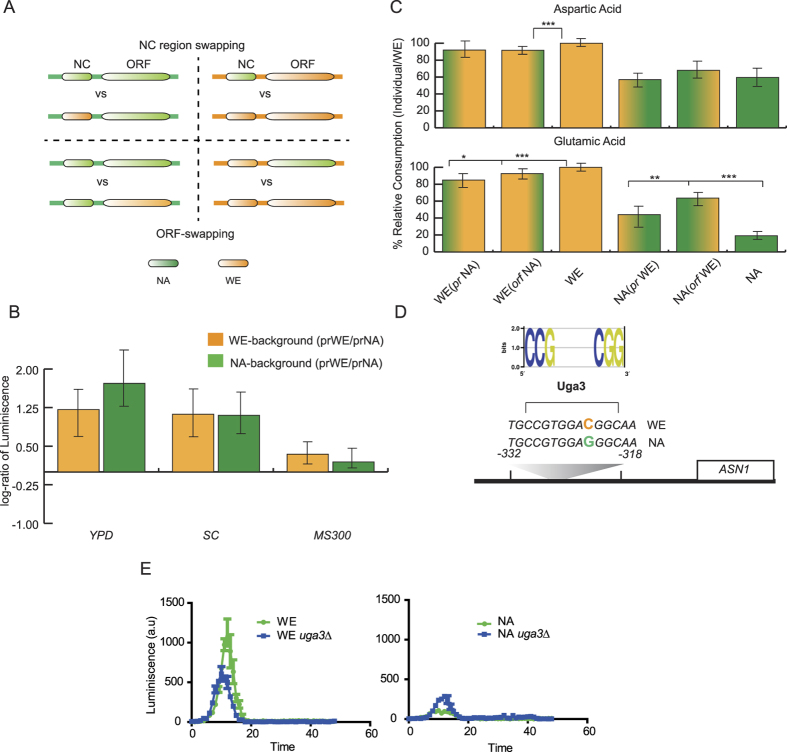
Promoter allele swaps for *ASN1*. (**A**) The swap strategy for promoters (top blue) and ORF regions (bottom red, either *ASN1* or Luciferase) are shown. Each promoter and ORF was swapped in the opposite genetic background, generating four different combinations. The strain background is shown as an orange (WE) or green (NA) rectangle. (**B**) Luciferase expression levels on the different genetic backgrounds were estimated as the log2 ratio of the strains carrying the *ASN1*^*WE*^ promoter (prWE) and *ASN1*^*NA*^ promoter (prNA) in YPD, Synthetic Complete media (SC) and fermentation must (SWM). **(C)** The relative consumption of aspartic acid and glutamic acid are plotted for each background (WE – green; NA – orange), normalised such that WE represents 100% consumption. Mutants containing swapped promoters (WE prNA and NA prWE) and ORF (WE orfNA and NA orfWE) are shown with hybrid colours. **(D)** The sequence divergence between WE and NA strains between −332 and −318 bp from the *ASN1* ORF together with the predicted ASB differences due to the C/G polymorphism are depicted. (**E**) Luciferase expression levels were estimated as luminiscence (a.u) levels in the WE (green) and NA (orange) backgrounds as well as the corresponding *uga3*Δ mutants grown in Synthetic Complete media (SC).

**Table 1:**
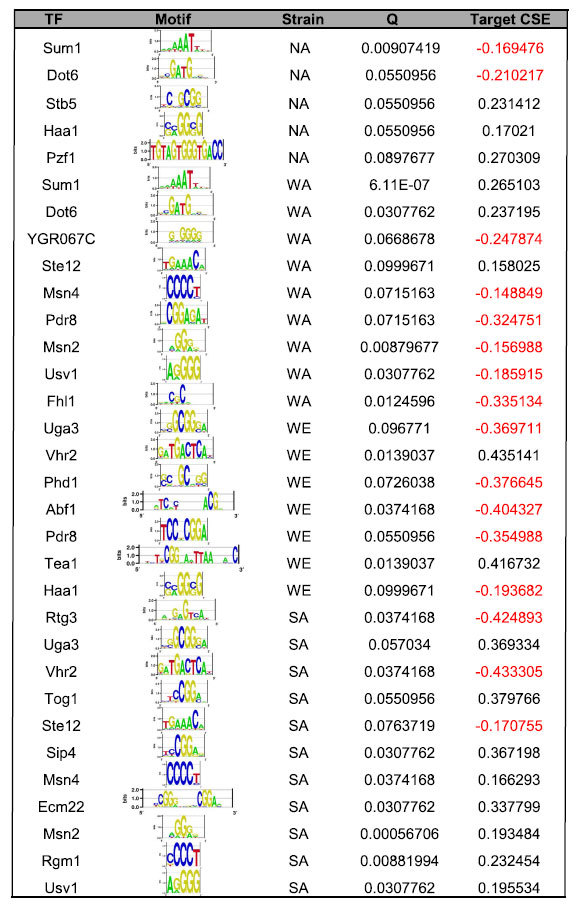
TFs whose motif instances significantly predict CSE.

The TF, its recognition motif, and the strain showing the difference in *trans*-regulation are as indicated. Q and Target CSE represent, respectively, the FDR-corrected p-values and differences in means (CSETarget - CSENon-target) in the comparison of CSE values between TF targets and non-targets.

# Supplementary material for: Natural variation in non-coding regions underlying phenotypic diversity in budding yeast
**Source:** Sci Rep. 2016 Feb 22;6:21849. doi: 10.1038/srep21849

## Supplementary Information

### Natural variation in non-coding regions underlying phenotypic diversity in budding yeast

Francisco Salinas<sup>1§</sup>, Carl G. de Boer<sup>2§</sup>, Valentina Abarca<sup>3</sup>, Verónica García<sup>3,4</sup>, Mara Cuevas<sup>3</sup>, Sebastian Araos<sup>3</sup>, Luis F. Larrondo<sup>1</sup>, Claudio Martínez<sup>3,4</sup> and Francisco A. Cubillos<sup>3\*</sup>

<sup>§</sup>These authors contributed equally

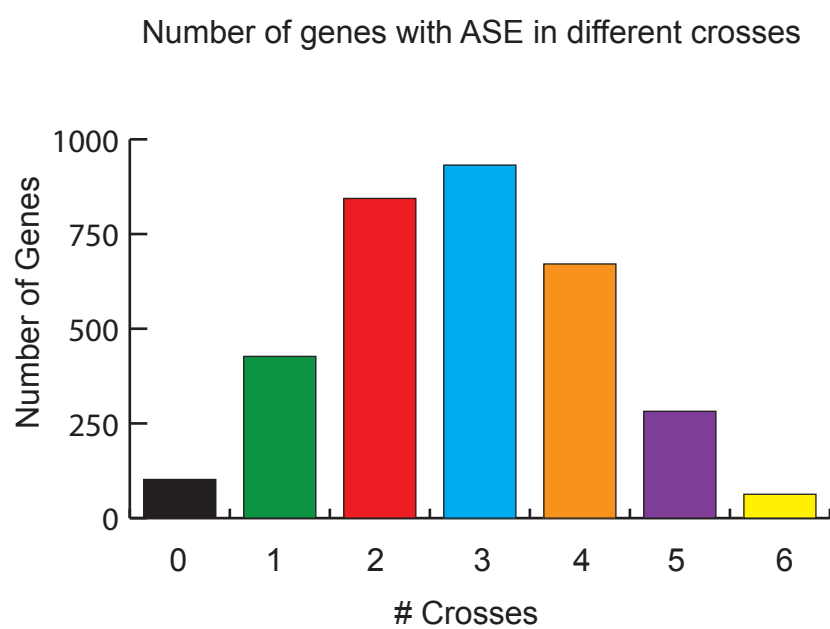

Figure S1

SWM (MS300)

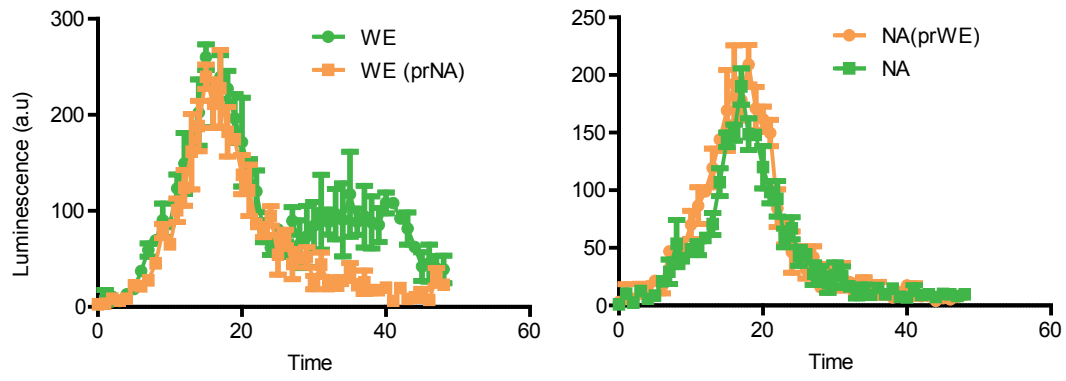

YPD

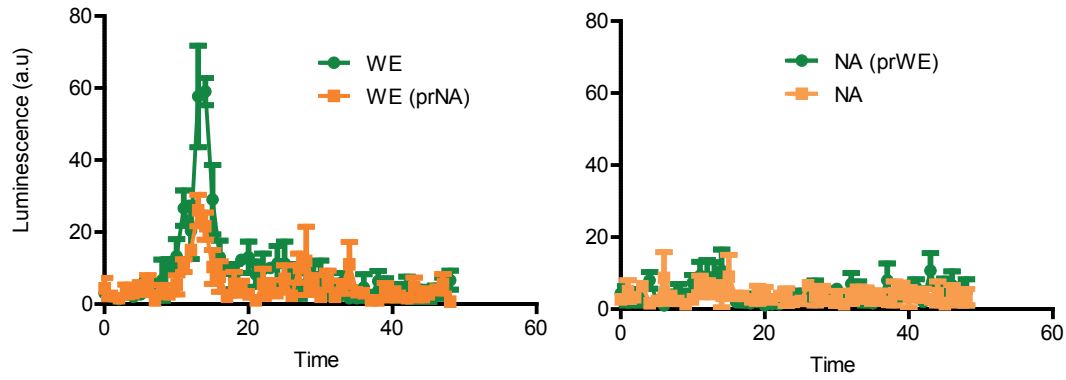

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

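RNA from 6 F1 hybrids of the 4 strains NA, Wine/European, WA and SA, grown in 5 mL of YPD at 28 °C with 3 libraries per hybrid, was sequenced by the authors. The paper gives an OD600 of 0.8 at harvest and the sample labels give 0.8 to 1.0. The authors aligned the reads with RSEM and Bowtie to the open reading frames of both parents of a hybrid, taken over from S288c (R64), kept reads with at least one base that separates the alleles, and deposited the raw count of these allele-specific reads for each allele, gene and library, without normalization. Alleles without a read are not listed, the lowest count listed is 1, and an allele that is not listed was taken as 0. The paper's methods say that open reading frames mapped incompletely were left out before counting. They also left out of the later analysis those with undefined bases, or missing from a parental genome, in the hybrids concerned. Here genes were filtered by read counts only. The UDA set, and the genes picked from it, can therefore include open reading frames that the paper left out. Each library was mapped to its cross and replicate by its label, and the reference used here for positions is also S288c R64.

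Over the 18 libraries, the number of allele-specific reads had a mean of 1813549 (SD 687315) and a median of 1655953. Single libraries ranged from 1574356 to 1940051 reads in NA × SA, from 1718828 to 2109772 in WA × SA, from 1134840 to 1683634 in NA × Wine/European, from 1035231 to 1628272 in NA × WA, from 1224006 to 1500017 in WA × Wine/European and from 2861449 to 3547608 in Wine/European × SA. Reads of one library are not independent molecules, so precision was judged from the replicates. The standard error of the log2 ratio of a UDA gene had a median of 0.20 in NA × SA, 0.21 in WA × SA, 0.19 in NA × Wine/European, 0.18 in NA × WA, 0.17 in WA × Wine/European and 0.19 in Wine/European × SA.

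For each cross, genes with at least 10 reads for each allele in at least one library (hybrid-specific genes) were fitted with edgeR 4.0.16 in R 4.3.3. The 6 allele columns of a cross were normalized with TMM, each on its own total, and both alleles were compared with edgeR's quasi-likelihood test. P-values were adjusted with the Benjamini-Hochberg method over the hybrid-specific genes, and ASE was counted at an adjusted p-value under 0.05 among the UDA genes, which have at least 10 reads for each allele in every library. Every adjusted p-value of a gene is from this test unless another is named. The same counts served for the genes with ASE per strain and for the maximally and minimally expressed alleles, which needed ASE in all 3 crosses of a strain in one direction. Named genes were chosen by a rule set before the data were examined: the Wine/European genes the paper names for ASE, the regulators it discusses, and for each strain the one maximally and the one minimally expressed allele whose smallest absolute log2 ratio over the 3 crosses was the largest. The samples, the tests and the alternatives to be tried were also set before the data were examined.

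The pairing of alleles comes from the library: the 2 alleles of one hybrid were counted in the same library. Across genes, the rank correlation of the deviations of the 2 alleles from their means was between 0.221 and 0.350 within a library. The correlation between different libraries follows from this one, because deviations from a mean over 3 libraries sum to 0, and adds no evidence of pairing. Pearson's r within a library was lower, from -0.148 to 0.00409, where between 18 and 30 genes per cross, none of them UDA genes, had reads given to one allele in some libraries and to the other in the rest. The rank correlation was chosen after this was seen. A fit with the library as a block was tried as an alternative.

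CSE was computed from the TMM-normalized CPM of all 36 allele columns. Targets were found by consensus in the S288c R64 sequence from 300 to 100 bp upstream of the start codon, and targets were compared with other genes with a permutation test of 100000 resamples in numpy 2.4.6, adjusted over 8 comparisons. The position weight matrices and strain sequences behind the paper's binding predictions were not used here, so the Sum1 and Phd1 targets were not analysed here. Medians per chromosome were taken in each library over log2 ratios with 0.5 added to each count, relative to the median of all genes of the set. Correlations over crosses used exact permutation tests in scipy 1.17.1 with Python 3.11.15, with tables handled in pandas 2.3.3. Genetic distances were taken as printed in Fig. 1c.

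Alternatives to these choices were edgeR's exact test, DESeq2 1.42.0 with its size factors, no TMM, one library size for both alleles of a library, the library as a block, Storey q-values, UDA genes only in the fit, no filter on low counts, counts thinned to 308126 reads per allele and library (seed 21849), each library left out, an FDR of 1%, and a minimum absolute log2 ratio of 0.5. For CSE they were another promoter range, other numbers of sites, no TMM and UDA genes only. For the size of the UDA set they were other minimum numbers of reads, reads in at least one replicate, and reads summed over replicates. After the data were seen, the fits on the UDA genes defined by summed reads and the ratios relative to the median of the 10 genes on either side, without and with the library as a block, were added.

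The test for ASE was tested on simulated data with 200 changed genes per cross. With a simulated log2 change of 1, 392 of 1200 changed genes were found over 25418 gene tests and 9.05% of the calls were false. A rule set beforehand, under 15% false calls in every cross, was not met in 2 crosses at this change: 4 of 11 calls were false in WA × SA and 3 of 11 in Wine/European × SA, where few changed genes were found, and NA × SA had no calls. A second change of log2 2 and a rule on the pooled calls, under 12%, were then set, after that outcome was known. With a log2 change of 2, 1153 of 1200 were found and 5.88% of the calls were false. The permutation test for CSE was tested on 200 random sets of 200 genes out of 3019. Without a shift, 5 of the 200 sets (2.50%) had a p-value under 0.05, and with a simulated shift of 0.2, 168 sets (84.0%) did.

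The luciferase, hemizygote and allele-swap experiments have no sequencing counts and were not analysed here, and neither were the predicted binding differences and the enrichment of functional categories.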

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

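The tests of explanations in this part were chosen only after the result was seen. What drew attention was a difference between hybrids in the same direction of comparison: over all UDA genes of a chromosome, the SA allele was above its level in the rest of the genome in every library of one hybrid and below it in every library of another.

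On chromosome I (26 UDA genes), the median log2 ratio of the SA allele over the other parent, relative to the median of all UDA genes of the library, was 1.58 in WA × SA (SD 0.17, n = 3 libraries) and -1.05 in NA × SA (SD 0.07, n = 3). On chromosome III (37 UDA genes), it was 1.18 in NA × SA (SD 0.04) and 1.32 in WA × SA (SD 0.09), but -2.52 in Wine/European × SA (SD 0.14), with 3 libraries each. These differences between hybrids were not tested. They compare different partner strains, so a different level of the partner's allele is part of each value. Of the 96 medians of a chromosome in a cross, 23 were beyond 0.5 in size. With hybrid-specific genes in place of UDA genes, the value of Wine/European over SA on chromosome III was 1.49 in place of 2.52. Normalization cannot move these values, since each is taken relative to the library's own median.

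The chromosomes are part of a wider pattern in which log2 ratios run in long blocks. Over windows of about 20 UDA genes, medians beyond 1 in size were found in 31 of the 89 windows in WA × SA, 25 in Wine/European × SA, 11 in NA × Wine/European and 10 in NA × SA, and in 0 windows in NA × WA and in WA × Wine/European. Noise of single libraries would leave the window medians of the 3 libraries of a cross weakly correlated, but their mean r was 0.959. Chance in the order of genes is also unlikely as the source, since the largest rank correlation between genes 20 apart over 1000 shuffled orders in each cross was 0.0623, against 0.142 to 0.427 observed. Reads shared with copies elsewhere in the genome would make the correlation smaller once genes with such copies are left out, and the mean changed from 0.261 to 0.260. The correlation fell from 0.142 to 0.127 in NA × WA, fell by less in WA × Wine/European and rose in the other crosses. Few genes had such copies (4154 genes became 4100 in NA × WA), so shared reads are not excluded as a small part of the correlation in these 2 crosses.

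A property of a strain's own sequence, or of the reference made from it, would appear in every cross of that strain. The window medians of a cross correlated with those implied by the other crosses of its parents with a mean r of 0.165, whereas the ratios of single genes relative to their window did so with 0.617. For windows, r was 0.544 in WA × Wine/European and 0.352 in NA × Wine/European, and between -0.107 and 0.157 in the other crosses, so such a property may account for part of the blocks in these 2 crosses. For NA × WA the test cannot decide. Its implied medians come partly from NA × SA and WA × SA, whose window medians vary more (SD 0.66 and 0.92, against 0.32). Extra copies of regions of one parent beside an unchanged other parent would leave the other allele at its level. In the crosses with the strongest blocks, a higher CSE of one allele in a window went with a lower CSE of the other, with r of -0.656 in WA × SA and -0.709 in Wine/European × SA. The correlation was -0.408 in NA × SA and -0.389 in NA × Wine/European, and near 0 in NA × WA (0.110) and WA × Wine/European (0.0419). A negative correlation would also arise if some regions had extra copies of one parent and other regions extra copies of the other. Window medians of both signs were found in WA × SA (-1.71 to 1.73) and Wine/European × SA (-2.77 to 2.56). This test therefore does not exclude extra copies.

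A candidate explanation for the crosses with strong blocks was not tested directly. The parental copies may not have been present at equal dose along the genome in the cells sequenced. Unequal dose here includes extra copies of regions of either parent. It could give a negative correlation such as the r of -0.656 in WA × SA. No negative correlation was seen in NA × WA (0.110) and WA × Wine/European (0.0419), so the source of their weaker blocks stays open. A mislabelled sample, or cells or reads of another strain mixed in, was not tested directly. In a single library or culture it is unlikely to be the source, since the window medians of the libraries of a cross correlated with a mean r of at least 0.905 in every cross, but one shared by all 3 libraries of a hybrid cannot be told apart from unequal dose. GC content and gene length were not tested. Beyond the choice of strains the design has no condition, so no biological explanation was tested, and the pattern is not called biological.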

How the results depend on the processing

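The fits with UDA genes defined on summed reads and those with neighbouring genes were chosen only after the result was seen. The other alternatives, the size of the set on summed reads included, were set beforehand. For a count, a change means a value more than 1.5 times higher or lower. The cause of the changes below was not tested.

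The number of ASE genes in the 6 crosses, the genes with ASE per strain or in at least one cross, and the mean number of crosses per gene stayed within that range with edgeR's exact test, DESeq2, no TMM, one library size for both alleles, the library as a block, Storey q-values, the exact test with Storey q-values, UDA genes only, no low-count filter, thinned counts and a minimum log2 ratio of 0.5. An FDR of 1% gave 514 ASE genes in NA × WA and no such change in the other crosses. Over these alternatives, the mean number of crosses per gene ranged from 2.58 with an FDR of 1% to 4.31 with Storey q-values. With the library as a block, which pairs the alleles of a library, ASE was called in 1256 genes in NA × SA, 1051 in NA × WA, 1317 in NA × Wine/European, 1453 in WA × SA, 1276 in WA × Wine/European and 1482 in Wine/European × SA. The biological coefficient of variation fell with the block in every cross, from 0.271 to 0.206 in NA × SA and from 0.141 to 0.0741 in WA × Wine/European.

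The numbers of maximally and minimally expressed alleles were less stable. With DESeq2, the maximal alleles were 23 in NA and 98 in Wine/European. Without TMM, there were 28 maximal alleles in NA and 55 minimal ones in SA. One library size for both alleles gave 388 maximal and 96 minimal alleles in Wine/European, and 33 maximal and 175 minimal ones in WA. The pairing by block gave 73 maximal alleles in NA, 244 in Wine/European and 116 in WA, and 120 minimal ones in WA. Storey q-values gave 84 maximal alleles in NA, 253 in Wine/European and 121 in WA, and 113 minimal ones in NA and 118 in WA. Thinned counts gave 22 maximal alleles in NA, 90 in Wine/European and 48 in WA, and 62 minimal ones in SA, 143 in Wine/European and 42 in WA. An FDR of 1% gave 10 maximal and 37 minimal alleles in NA, 75 and 56 in SA, 74 and 139 in Wine/European, and 47 and 29 in WA. The direction of raw counts in place of normalized ones changed none of these counts by as much.

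With UDA genes defined on summed reads, the ASE genes were 1793 in NA × SA, 2196 in WA × SA, 1896 in NA × Wine/European, 1245 in NA × WA, 1608 in WA × Wine/European and 2252 in Wine/European × SA. Of these UDA genes, 3400 had ASE in at least one cross, with 2915 for NA, 3221 for SA, 3114 for Wine/European and 2992 for WA, and there were 194 maximal alleles in SA and 350 minimal ones in Wine/European. With the exact test and Storey q-values added, the ASE genes were 1840 in NA × SA, 2384 in WA × SA, 1937 in NA × Wine/European, 1239 in NA × WA, 1815 in WA × Wine/European and 2349 in Wine/European × SA. ASE in at least one cross was then found for 3427 genes, with 2954 for NA, 3288 for SA, 3188 for Wine/European and 3106 for WA, and the maximal alleles were 224 in SA, 255 in Wine/European and 127 in WA, with 389 minimal ones in Wine/European. The UDA set itself held 1108 genes with a minimum of 20 reads and 3451 with summed reads. With ratios relative to neighbouring genes, ASE was called in 806 genes in WA × SA, and there were 148 minimal alleles in Wine/European and 44 in WA. With the library as a block added, ASE relative to neighbouring genes was called in 1067 genes in WA × SA, within the range, and there were 77 maximal alleles in NA and 179 minimal ones in SA. The median log2 ratio of Wine/European over SA on chromosome III relative to all genes of the library, 2.52 with UDA genes, was 1.49 with hybrid-specific genes.

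Over the fits that each left out one library, the ASE genes ranged from 680 to 1138 in NA × SA, from 453 to 727 in NA × WA, from 656 to 951 in WA × Wine/European, from 863 to 1222 in NA × Wine/European, from 959 to 1280 in WA × SA and from 1052 to 1176 in Wine/European × SA. The maximal alleles ranged from 18 to 46 in NA and from 87 to 157 in Wine/European. The minimal alleles ranged from 48 to 79 in NA, from 65 to 111 in SA and from 32 to 72 in WA. Spearman's rho with genetic distance ranged from -0.143 to 0.60. Its value lay between 0.0857 with Storey q-values and 0.657 with one library size over the other alternatives.

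For CSE, the higher value of Msn2/4 targets in SA kept its direction under every alternative run, but with 1 or more sites it was 0.092 (adjusted p = 0.140, permutation test). The lower value in WA was -0.088 with the promoter from 600 to 1 bp upstream (adjusted p = 0.120), -0.18 with UDA genes only (adjusted p = 0.167) and -0.21 relative to neighbouring genes (adjusted p = 0.0564, permutation tests), no longer past the threshold. The value in Wine/European was -0.13 with the longer promoter (adjusted p = 0.0378, permutation test), now past it. For Ste12, the sign reversed in WA with the longer promoter, to -0.0062, and in Wine/European relative to neighbouring genes, to -0.027. With each library left out, the Ste12 difference ranged from -0.0019 to 0.011 in Wine/European and from -0.0059 to 0.015 in WA. The mean correlation of the CSE of both alleles of a hybrid was 0.162 without TMM, against 0.158.

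Of the values of named genes over all alternatives that keep every library, 1018 kept their direction and their side of the threshold, 51 were no longer past it, 32 were newly past it and 27 reversed. With one library size, the log2 ratio became 0.17 for ASN1 in Wine/European × SA, 0.020 for UGA3 in NA × WA, 0.046 for SUM1 in NA × SA, -0.00079 for STE12 in WA × SA and -0.072 for PHD1 in WA × Wine/European. Without TMM, UGA3 in Wine/European × SA was -0.12. With thinned counts, MSN2 in NA × SA was 0.11 and STE12 in WA × SA was -0.0069. Relative to neighbouring genes, ASN1 in WA × Wine/European was 0.12, UGA3 in Wine/European × SA was -0.16, MSN2 was -0.71 in WA × SA, 0.12 in NA × WA and -0.74 in Wine/European × SA, MSN4 in WA × SA was -0.53, SUM1 in NA × WA was 0.061, PHD1 in Wine/European × SA was -2.95 and CCT4 in WA × SA was -0.35. With the library as a block added to this, the reversed values were 0.13 for ASN1 in WA × Wine/European, -0.16 for UGA3 in Wine/European × SA, -0.71 for MSN2 in WA × SA, 0.12 in NA × WA and -0.75 in Wine/European × SA, -0.55 for MSN4 in WA × SA and -0.12 in Wine/European × SA, 0.068 for SUM1 in NA × WA, -2.94 for PHD1 in Wine/European × SA and -0.34 for CCT4 in WA × SA. With each library left out, ASN1 in Wine/European × SA ranged from -0.22 to 0.023 and SUM1 in NA × SA from -0.37 to 0.28, and of 213 such values of named genes 16 fell short of the threshold, 2 passed it and 2 reversed.

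With a simulated log2 change of 1 in 200 of the hybrid-specific genes of each cross, 0 were found in NA × SA, 7 in WA × SA and 8 in Wine/European × SA, against 136 in NA × Wine/European, 104 in NA × WA and 137 in WA × Wine/European. In that simulation only the 200 chosen genes were changed, and it covers genes with fewer reads than the UDA genes, so these numbers do not describe the UDA genes of the deposited counts. A gene without a call is not shown to have balanced alleles.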

Differences from the paper's values

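No test in this part was chosen only after the result was seen, apart from the fits with UDA genes defined on summed reads and those relative to neighbouring genes, which are named as such.

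The UDA set held 1903 genes here against the paper's 3321. Of the alternatives set before the data were examined, a minimum of 5 reads (2664 genes), 10 reads in at least one replicate of every hybrid (2774) and 10 reads summed over the 3 replicates (3451) came within 1.5 times the paper's number, and a minimum of 20 reads (1108) did not.

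In Wine/European × SA, 1286 ASE genes were called against the paper's 2024. Of the alternatives set before the data were examined, no TMM (1392), the replicate block (1482) and Storey q-values (1492) came within 1.5 times of it, and the others did not. The fits on summed reads, chosen after seeing the values, gave 2252, and 2349 with the exact test and Storey q-values. As a share of UDA genes, ASE in this cross was 67.6% against the paper's 60.9%. In NA × WA, 42.6% of UDA genes showed ASE against the paper's 27.7%. Of the alternatives set before the data were examined, edgeR's exact test (39.5%), DESeq2 (34.3%), no low-count filter (39.4%), thinned counts (33.0%), an FDR of 1% (27.0%), a minimum log2 ratio of 0.5 (38.6%) and each fit without one NA × WA library (23.8% to 38.2%) came within that range, and the others did not. The fits on summed reads, chosen after seeing the values, gave 36.1%, and 35.9% with the exact test and Storey q-values.

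ASE in at least one NA cross was found for 1699 genes against the paper's 2596, and in at least one SA cross for 1792 against the paper's 3000. For NA, the replicate block (1792), Storey q-values (1830), the exact test with Storey q-values (1736) and UDA genes only (1732), all among the alternatives set before the data were examined, came within 1.5 times of the paper's number, and the others did not. For SA, no alternative on the 1903 UDA genes could, since that set is too small to come within 1.5 times of 3000, so this comparison tests nothing beyond the size of the set. As shares of the UDA genes, the values were 89.3% for NA against the paper's 78.2% and 94.2% for SA against the paper's 90.3%. The fits on summed reads, chosen after seeing the values, gave 2915 for NA and 3221 for SA, and 2954 and 3288 with the exact test and Storey q-values.

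Spearman's rho between the number of ASE genes and genetic distance was 0.257 against the paper's 0.08. Over 6 crosses without ties, rho takes only a limited number of values, of which 0.0857 is the nearest to the paper's. Of the alternatives set before the data were examined, Storey q-values and the fit without 1 of the Wine/European × SA libraries gave 0.0857, and the others did not.

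For CSE, the difference of Msn2/4 targets was 0.37 in SA against the paper's 0.193484 for Msn2 and -0.16 in Wine/European against the paper's -0.0586732. The difference of Ste12 targets was -0.012 in SA against the paper's -0.170755 and 0.0059 in WA against the paper's 0.158025. The paper's formula for CSE is a ratio without a stated log, so the scales may differ. As the error of a value, its SD over the query alleles was taken. For Msn2/4 in SA, the promoter from 600 to 1 bp upstream (0.17) lay within that error of the paper's value among the alternatives set before the data were examined. So did UDA genes only, but with the same difference of 0.37 and only because its SD over the query alleles was wider (0.195 against 0.166). Also within that error was the value relative to neighbouring genes (0.27), which was chosen after seeing the values. For Msn2/4 in Wine/European, none of the alternatives did. For Ste12, 2 or more sites, set before the data were examined, gave -0.16 in SA and 0.24 in WA, within that error, and the others did not.

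For ASN1 in Wine/European × SA, 1640 reads were summed for the SA allele, against about 310 in Fig. 3b, read by eye, and 1838 for the Wine/European allele, against about 900 in Fig. 3b, read by eye. None of the alternatives set before the data were examined bears on these sums of raw counts. Allele-specific reads per library had a mean of 1.81 M, against the paper's 10.2 ± 2.3 M reads per sample, which counts all reads and not allele-specific ones.

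The paper lists ASN1 among the genes whose Wine/European allele is higher in the Wine/European crosses, and in Wine/European × SA its log2 ratio of Wine/European over SA was -0.07 here. The paper gives more active Ste12 in WA and less active Ste12 in SA, and no Ste12 difference passed the threshold here. With targets found by a loose consensus, this is not evidence against the paper's result. The lowest adjusted p was 0.826 with 1 or more sites and 0.143 over the alternatives, in Wine/European with the promoter from 600 to 1 bp upstream (permutation tests).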

Other observations

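Apart from the splits of the allele columns, the thinning to one depth and the correlation of CSE between the alleles of a hybrid, the tests in this part were chosen only after the result was seen.

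Swapping the alleles of one library gives 4 splits of the 6 allele columns of a cross, the real one included, that keep the alleles of every library apart. In NA × SA, WA × SA, NA × Wine/European, NA × WA, WA × Wine/European and Wine/European × SA alike, 1 of the 4 splits gave as many ASE genes as the real one, namely the real one itself. With 4 splits this share is never under 0.25, so chance cannot be excluded by this count alone. A swap puts the real difference between the alleles into the spread within each group, so few calls in the other splits are fixed by the design and show no stability of the result. The other splits gave 0 UDA genes with ASE. At an unadjusted p-value under 0.05 they gave 0 to 6 genes in NA × SA, 1 to 4 in WA × SA, 0 to 6 in NA × Wine/European, 2 to 7 in NA × WA, 3 to 5 in WA × Wine/European and 1 in each in Wine/European × SA, against 1200, 1346, 1228, 981, 1154 and 1344 genes with the real alleles.

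The crosses differed in the number of ASE genes, and their depth or the blocks of shared allelic ratio may contribute to that. The SD of the window medians was 0.32 in NA × WA, 0.36 in WA × Wine/European and 0.60 in NA × Wine/European. It was 0.66 in NA × SA, 0.92 in WA × SA and 1.04 in Wine/European × SA. Apart from NA × SA and NA × Wine/European, this is the order of the number of ASE genes. Whether the blocks contribute to that order was not tested. With all allele columns thinned to one total, the highest number was 1.68 times the lowest, against 1.59 times as deposited, and 2 positions in the order of the crosses changed, those of WA × SA (1056 genes) and Wine/European × SA (1055). The range remained and the other 4 crosses kept their place. However, the thinning set the total over all genes, and the share of it in the tested genes differed between alleles. In library a of NA × WA, 546086 of 1139114 NA reads lay in tested genes before thinning, against 449745 of 489158 WA reads. Depth in the tested genes was thus not made equal, so this test cannot decide how far depth accounts for the order.

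If the number of polymorphic sites of a cross set the counts of both alleles, the CSE of one allele in a hybrid would follow that of the other across genes. The mean Pearson's r over the 6 crosses was 0.158 (SD 0.275, from -0.243 to 0.428), computed across genes, which are not independent replicates. It was highest in NA × WA (0.428) and WA × Wine/European (0.423) and below 0 in WA × SA (-0.0971) and Wine/European × SA, the crosses with the strongest blocks. For genes relative to their window, r was between 0.358 and 0.490 in NA × SA, NA × Wine/European, NA × WA and WA × Wine/European, 0.152 in WA × SA and near 0 in Wine/European × SA. The mean is low, but in the crosses without strong blocks the alleles share part of their CSE, so the number of polymorphic sites is not excluded there.

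Blocks of shared allelic ratio could also move the targets of a regulator together. Relative to neighbouring genes, the CSE difference of Msn2/4 targets in the SA context was 0.27 (adjusted p = 0.0435 from the permutation test), in 3 of 3 query alleles, so the blocks do not fully account for it. In the WA context, the difference relative to neighbouring genes was -0.21 (adjusted p = 0.0564, permutation test), also in 3 of 3 query alleles and close to the value of -0.25 without this step. Part of either difference may come from the blocks.

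The window of UDA genes with the lowest median log2 ratio of Wine/European over SA in Wine/European × SA, -2.77, lies on chromosome XIII from 83090 to 213930, and the one with the highest, 2.56, on chromosome IV from 746738 to 892492. The other regulators the paper discusses had these values. UGA3 had a log2 ratio of WA over SA of 1.00 (SE 0.19, edgeR adjusted p = 0.003) in WA × SA and of WA over Wine/European of 0.48 (SE 0.17, edgeR adjusted p = 0.0345) in WA × Wine/European, but relative to the median of the 10 genes on either side these were 0.031 (edgeR adjusted p = 0.911) and 0.22 (edgeR adjusted p = 0.359). In NA × Wine/European and NA × WA, the UGA3 ratio of NA over the other parent was -0.22 (edgeR adjusted p = 0.444) and -0.20 (edgeR adjusted p = 0.406), but relative to its neighbours -0.69 (edgeR adjusted p = 0.0353) and -0.58 (edgeR adjusted p = 0.0287). When the alleles of a library were paired by a block, these last values were -0.72 (edgeR adjusted p = 0.00152) and -0.59 (edgeR adjusted p = 0.00386). SUM1 had a ratio of NA over Wine/European of -1.45 (SE 0.23, edgeR adjusted p = 0.000453) in NA × Wine/European, and -0.61 relative to its neighbours (edgeR adjusted p = 0.0603). Its ratio of Wine/European over SA was 0.66 (edgeR adjusted p = 0.00967), and 0.40 relative to its neighbours (edgeR adjusted p = 0.0812). With the block, the SUM1 values relative to neighbours had an edgeR adjusted p = 0.0162 in NA × Wine/European and 0.0313 in Wine/European × SA. PHD1 had a ratio of NA over WA of 3.60 (SE 1.07, edgeR adjusted p = 0.0205) in NA × WA, 3.57 relative to its neighbours (edgeR adjusted p = 0.0201), where the NA allele had 17, 18 and 254 reads in the 3 libraries. The ratio of NA over WA lay between 0.75 and 4.51 when each library was left out, and 2 of these 3 fits did not pass the threshold. The PHD1 ratio of WA over SA was 1.82 (SE 0.26, edgeR adjusted p = 0.000813), and 0.59 relative to its neighbours (edgeR adjusted p = 0.110). The ratio of NA over Wine/European was 1.30 (edgeR adjusted p = 0.024), and 1.44 relative to its neighbours (edgeR adjusted p = 0.0202). Its ratio of WA over Wine/European was 0.31 (edgeR adjusted p = 0.280), and 0.68 relative to its neighbours (edgeR adjusted p = 0.0375). That of Wine/European over SA was 0.82 (edgeR adjusted p = 0.0511), and -2.95 relative to its neighbours (edgeR adjusted p = 0.00051), which had a median of 3.77. With the library as a block, the PHD1 ratio of Wine/European over SA itself was 0.83 (edgeR adjusted p = 0.00483), past the threshold. With the block, the value relative to neighbours was 0.58 for WA over SA (edgeR adjusted p = 0.0662), and in the other crosses given here PHD1 stayed under 0.05.

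The summed counts printed in Table S1 were compared with the deposited counts over 1750 genes per cross. Where Table S1 gives reads for a gene, the sums were equal for 100% of the genes in every cross, from 1408 genes in NA × SA to 1559 in WA × Wine/European. Over all 1750 genes, the sums were equal for 1633 in Wine/European × SA and up to 1688 in NA × WA, and the others have reads in the deposited counts but 0 in Table S1. For the UDA genes among them, the call of ASE was the same as in Table S1 for 87.8% in NA × SA and up to 93.1% in Wine/European × SA.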
